# Differential physiological, transcriptomic and metabolomic responses of Arabidopsis leaves under prolonged warming and heat shock

**DOI:** 10.1186/s12870-020-2292-y

**Published:** 2020-02-22

**Authors:** Li Wang, Kai-Biao Ma, Zhao-Geng Lu, Shi-Xiong Ren, Hui-Ru Jiang, Jia-Wen Cui, Gang Chen, Nian-Jun Teng, Hon-Ming Lam, Biao Jin

**Keywords:** *Arabidopsis thaliana*, Climate warming, Heat stress, Omics, Photosynthesis, Respiration, Transcription factors

## Abstract

**Background:**

Elevated temperature as a result of global climate warming, either in form of sudden heatwave (heat shock) or prolonged warming, has profound effects on the growth and development of plants. However, how plants differentially respond to these two forms of elevated temperatures is largely unknown. Here we have therefore performed a comprehensive comparison of multi-level responses of Arabidopsis leaves to heat shock and prolonged warming.

**Results:**

The plant responded to prolonged warming through decreased stomatal conductance, and to heat shock by increased transpiration. In carbon metabolism, the glycolysis pathway was enhanced while the tricarboxylic acid (TCA) cycle was inhibited under prolonged warming, and heat shock significantly limited the conversion of pyruvate into acetyl coenzyme A. The cellular concentration of hydrogen peroxide (H_2_O_2_) and the activities of antioxidant enzymes were increased under both conditions but exhibited a higher induction under heat shock. Interestingly, the transcription factors, class A1 heat shock factors (HSFA1s) and dehydration responsive element-binding proteins (DREBs), were up-regulated under heat shock, whereas with prolonged warming, other abiotic stress response pathways, especially basic leucine zipper factors (bZIPs) were up-regulated instead.

**Conclusions:**

Our findings reveal that *Arabidopsis* exhibits different response patterns under heat shock versus prolonged warming, and plants employ distinctly different response strategies to combat these two types of thermal stress.

## Background

As a result of climate warming, plants, due to their sessile lifestyle, need to develop a set of responses to adapt to the increasing temperature. Past studies on elevated-temperature treatments could be generalized into two categories: short-term intensive heat (also known as heat shock) and prolonged warming. Traditionally, for heat shock treatment, plants are subjected to a temperature that is much higher (such as 10–15 °C above ambient) than their optimal threshold within a very short time (from several minutes to a few hours) [1]. On the other hand, prolonged warming is normally simulated by exposing plants to a moderately elevated temperature (such as 2–5 °C above their optimal temperature range) for several days, weeks, or even the whole growing season [2, 3].

Previous studies on prolonged warming mainly investigated the phenology, reproduction and productivity, growth and development, and biomass accumulation [3–6], at the community, population and species levels, on species varying from grasses to trees [2, 7], while a few others examined the cellular, physiological and metabolomic responses [8–10]. However, the comprehensive analyses of responses to prolonged warming are rare.

In contrast, the physiological and molecular mechanisms involved in the responses to heat shock have been extensively studied in plants. Generally, heat shock reduces the photosynthetic and respiratory activities and diminishes productivity [9]. Intense heat induces structural and functional changes in the thylakoid membranes in photosynthetic apparatus, as a result of the production of reactive oxygen species (ROS) causing damage to a wide range of cellular components [11]. In response to heat shock, plants accelerate the production of heat shock proteins (HSPs) and accumulate responsive metabolites [12]. The roles of master transcriptional regulator HSFA1s and several other transcription factors, have been uncovered in the heat shock-related signaling pathways [13, 14]. However, very little is known about such regulatory mechanisms in prolonged warming responses. In particular, no study has focused on a systematic comparison of plant responses between prolonged warming and heat shock, despite the frequent occurrence of both in nature.

Leaves are the main vegetative organs that directly sense the changes in ambient temperature, and they can express phenotypically plastic responses to environmental temperature changes [15]. Moreover, leaf photosynthesis and transpiration, as the basis of plant growth and development, are susceptible to temperature changes [9]. Consequently, experiments on the effects of elevated temperatures on leaves will provide a better understanding of plant responses to heat stress. Therefore, we compared the physiological, transcriptomic and metabolomic responses of *Arabidopsis* leaves between prolonged warming and heat shock, and interpret these results in the contexts of their effects on photosynthesis and respiration, as well as the underlying transcriptional regulation.

## Results

### Physiological and biochemical changes

*Arabidopsis thaliana* plants were grown under control (CK), prolonged warming (PW) and heat shock (HS) treatments, and the leaves at the rosette growth stage were sampled (Fig. 1a, b). The stomatal conductance decreased under prolonged warming (Fig. 1c). However, the transpiration rate increased significantly under heat shock (Fig. 1d). Compared to control and heat shock, photosynthetic rate was decreased by prolonged warming (Fig. 1e). Similarly, prolonged warming had more pronounced effects on both qP and qN, by decreasing qP and raising qN (Fig. 1f, g). However, there is no significant difference in qP and qN between control and heat shock (Fig. 1f, g).

**Fig. 1:**
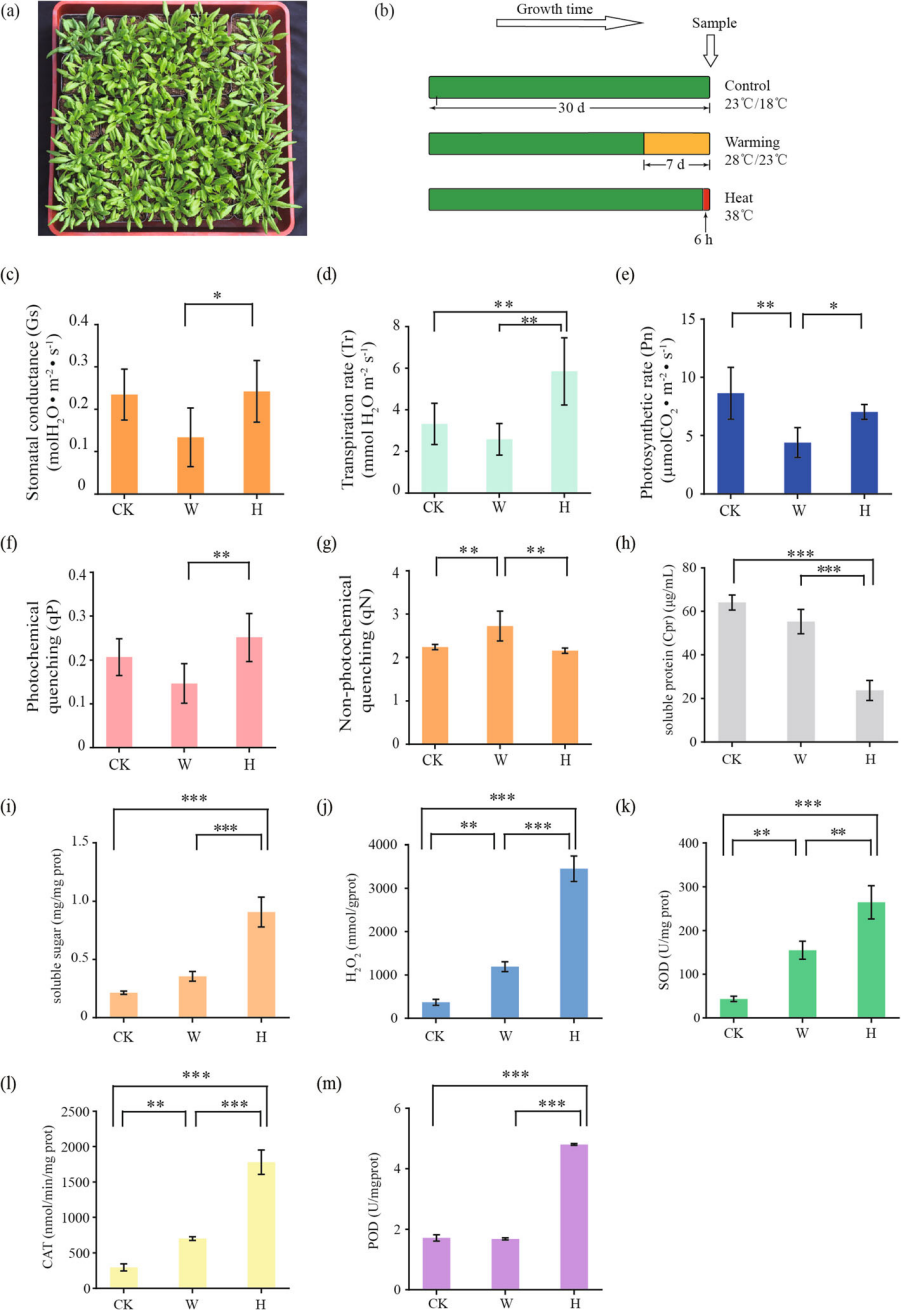
Physiological characteristics of *A. thaliana* under different elevated temperature treatments. **a** Typical *A. thaliana* plants at the rosette growth stage 30 days after sowing. **b** The timeline for control (CK), prolonged warming (PW) and heat shock (HS) treatments showing a relatively prolonged period of warming (orange) for 7 days and a short-term heat shock (red) for 6 h. **c** Stomatal conductance, (**d**) transpiration rate, (**e**) photosynthetic rate, (**f**) photochemical quenching (qP), and (**g**) non-photochemical quenching (qN) were measured with a LI-6400*XT* Portable Photosynthesis System. **h** Soluble proteins, (**i**) soluble sugars, (**j**) hydrogen peroxide, the activities of (**k**) catalase (CAT), (**l**) superoxide dismutase (SOD) and (**m**) peroxidase (POD) in the leaves were determined at the end of the elevated temperature treatments. CK: control; PW: prolonged warming; HS: heat shock. Error bars represent mean ± S.D. (c)-(g), *n* = 8, (**h-m**), *n* = 3, */**/***: *p* < 0.05/0.01/0.001, respectively

Compared to control and prolonged warming, the level of soluble proteins was significantly lowered in heat shock (Fig. 1h). On the other hand, heat shock produced a significantly larger increase in both soluble sugars and hydrogen peroxide than prolonged warming (Fig. 1i, j). The activities of superoxide dismutase (SOD), catalase (CAT) and peroxidase (POD) in heat shock were significantly higher than those in prolonged warming (Fig. 1k, l, m).

### Metabolite changes

Using GC-MS, we identified 181 metabolites that were significantly affected under prolonged warming and heat shock. Using principal component analysis (PCA) and orthogonal projection to latent structure with discriminant analysis (OPLS-DA), we separated these metabolites between experimental groups (Additional files 1: Figure S1a-d), and narrowed them down to 34 different metabolites (VIP > 1 and *p* < 0.05). The metabolome view map revealed that the enriched pathways (*p* < 0.05) between prolonged warming and heat shock were those involved in the citrate cycle, and glyoxylate and dicarboxylate metabolism (Fig. 2a).

**Fig. 2:**
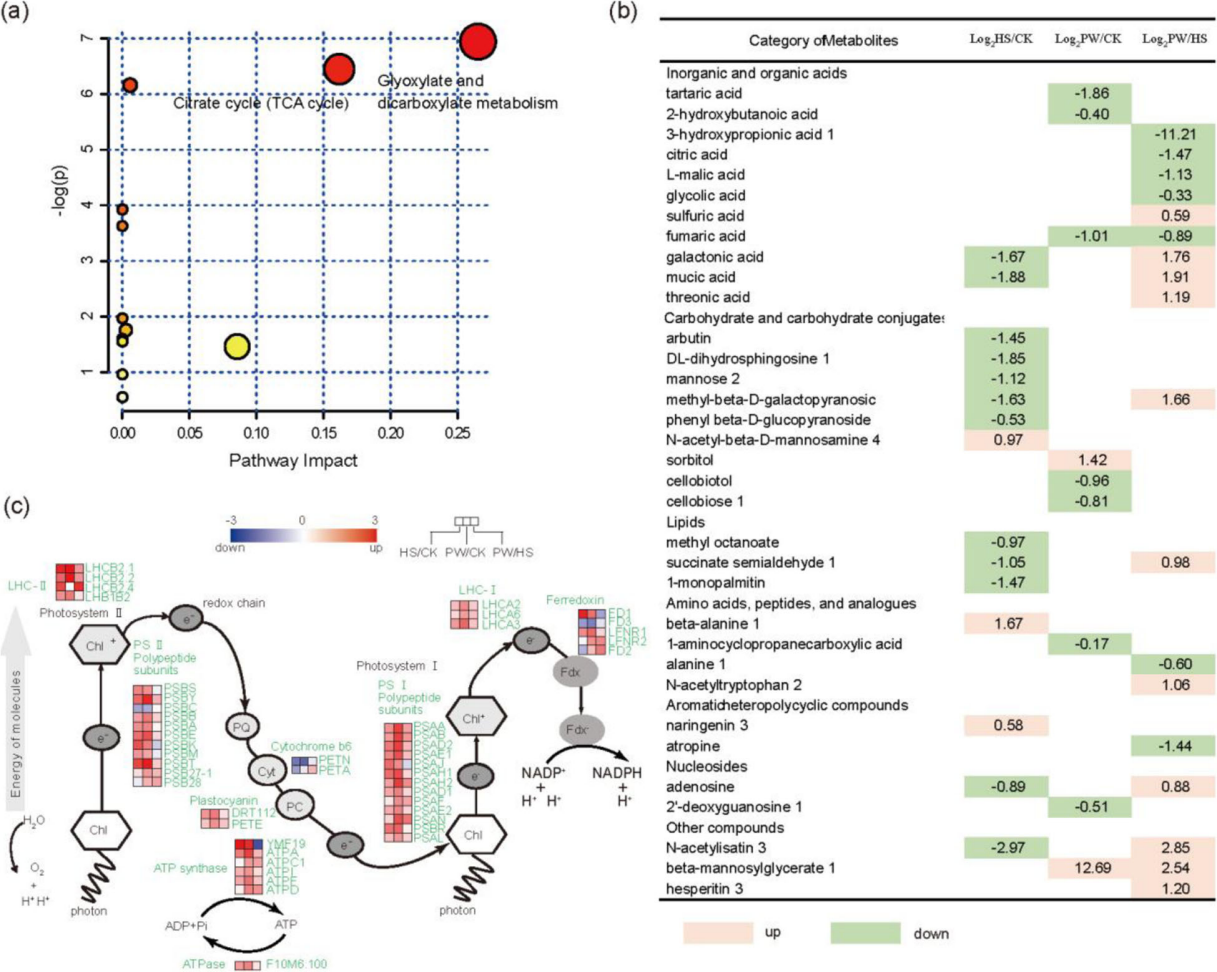
Metabolomic analyses and changes in the expression of photosynthesis-related genes of *A. thaliana* under different elevated temperature treatments. **a** Metabolome view map of the common metabolites identified in the plants subjected to prolonged warming and heat shock; the different colour depth of circles represent the *p*-value of pathway enrichment analysis. **b** List of metabolites significantly affected by heat shock (HS) compared to control (CK), prolonged warming (PW) compared to control (CK), prolonged warming (PW) compared to heat shock (HS) (*p*-value ≤0.05), organized by functional categories and corresponding accumulation fold-changes. The numbers represent fold-changes. Red shading means up-regulation and green shading means down-regulation**. c** Pathway diagram of light and dark reactions of photosynthesis with superimposed color-coded squares showing DEGs. Red squares: up-regulated genes; blue squares: down-regulated genes. Left-hand column: heat shock vs control; middle column: prolonged warming vs control; right-hand column: prolonged warming vs heat shock. CK: control; PW: prolonged warming; HS: heat shock. LHC I/II: light-harvesting complex I/II; PS I/II: photosystem I/II; PQ: plastoquinone; Cyt: cytochrome b6f complex; PC: plastocyanin; Chl: chlorophyll; Fdx: ferredoxin

The major metabolites differently accumulated among three treatments were listed in Fig. 2b. From the overall metabolite scenario, there was no common metabolites between heat shock vs CK and prolonged warming vs CK, indicating that these two types of heat stresses led to completely differential trends of metabolite changes. For example, sorbitol was significantly increased in prolonged warming, while it was not found in heat shock. Some carbohydrate conjugates (such as DL-dihydrosphingosine, mannose, methyl-beta-D-galactopyranosic, and phenyl-beta-D-glucopyranoside) were decreased in heat shock (compared to CK), while they showed no changes in prolonged warming (compared to CK). Furthermore, many metabolites involved in intermediates of the TCA cycle such as fumaric acid, L-malic acid and citric acid were significantly decreased in prolonged warming (PW vs HS) (Fig. 2b).

### Differentially expressed genes (DEGs) associated with photosynthesis

We generated RNA-Seq data from the leaves and obtained clean reads from three biological replicates each of CK (102,596,706), prolonged warming (77,761,052), and heat shock (80,456,340) treatment, respectively (Additional files 4: Table S1). 

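Leaf RNA was sequenced as 9 libraries, 3 from each treatment. CK plants were kept at 23 °C by day and 18 °C by night, plants under prolonged warming (PW) at 28 °C by day and 23 °C by night for 7 days, and plants under heat shock (HS) at 38 °C for 6 hours. All leaves were taken 30 days after sowing.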

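The authors removed reads with adapters, undetermined bases or low quality, mapped the remaining reads to TAIR10 with TopHat2, and deposited the number of reads counted on each gene without normalization. The paper's text does not name the counting tool, its use of strand, or its handling of reads that match several places. Counts of near-identical or overlapping genes are therefore uncertain where the counting could split or share reads between them.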

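The deposited libraries held from 13772506 to 17768334 counts in CK (median 15891966), from 11966328 to 12781806 in PW (median 12157697) and from 11660970 to 13734801 in HS (median 12650575). Summed over the 3 libraries of a treatment, the counts came to 46.2% of the paper's clean reads in CK, 47.5% in PW and 47.3% in HS. The clean bases of Table S1 come to 149.9 per clean read in CK and 150.1 in PW. If these reads were the mates of paired fragments, the shares would be 92.5%, 94.9% and 94.6%; the paper does not state whether sequencing was paired. All values reported here use the counts.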

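Across genes, which are not independent replicates, Pearson's r of log2 CPM (counts scaled to library size) was from 0.982 to 0.988 between CK replicates and from 0.935 to 0.965 between PW replicates. It was 0.987 between HS replicates 1 and 2, but 0.912 between either of them and HS replicate 3. The counts of every pair of replicates differed by more than sampling noise, with a chi-square per degree of freedom of 6.10 at the lowest.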

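Of 33602 gene identifiers, the 18952 with at least 10 counts in at least 3 libraries were tested. Counts were scaled by edgeR's TMM method and all 9 libraries entered one fit of the quasi-likelihood test, whose p-values were adjusted by the Benjamini-Hochberg method over all tested genes. A DEG had an adjusted p under 0.05 and at least a 2-fold change, the paper's thresholds for DESeq. CPM are given as mean ± SD of the 3 replicates of a treatment. Where every library of a treatment had at most 3 counts of a gene, a fold change against that treatment is given as a lower bound computed at 3 counts, which covers counting error only.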

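In HS vs CK, 4127 genes were DEGs by edgeR's test, 2142 higher and 1985 lower in HS. In PW vs CK there were 3112 DEGs, 1671 higher and 1441 lower in PW. In PW vs HS there were 2746 DEGs, 1312 higher and 1434 lower in PW. The fold change threshold moved these counts most. With the adjusted p alone, 7437, 5884 and 5052 genes passed in the same order, and 1313, 843 and 749 passed when edgeR's glmTreat tested against a 2-fold change. Leaving out HS replicate 3 raised the counts to 5735, 3656 and 3880.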

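In all, 1650 genes were DEGs in both HS vs CK and PW vs CK, where 678 would be shared if the lists were independent, and 1536 of them (93.1%) changed in the same direction. Both comparisons use the same CK libraries. In 100 simulated data sets with unchanged groups against those libraries, 0.71 DEGs were shared on average and at most 6. These sets had 2.41 DEGs in HS vs CK and 1.73 in PW vs CK on average, so few could be shared. They cannot tell how much sharing the common CK libraries give where many genes change. A difference peculiar to the CK libraries would also be shared in the same direction and was not simulated. The log2 fold changes of the comparisons had a correlation of 0.553 across genes, against 0.502 on average and 0.546 at most in the simulated sets. In those sets the correlation comes from noise and the common CK libraries alone, which makes it no like reference for 0.553.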

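The largest changes were ranked by fitted log2 fold change, which rests on few counts where the lower group is near the floor. The lower bounds therefore need not follow this order. Among DEGs with at least 100 counts in every library of the higher group, the largest rises in HS vs CK were those of HSP21 (AT4G27670), HSP22.0 (AT4G10250) and HSP17.4 (AT3G46230). HSP21 reached 1055 ± 520 CPM in HS and was at least 5500-fold higher than in CK, and HSP17.4 at least 2580-fold. The largest falls were those of BG3 (AT3G57240), at least 52.9-fold lower, PCR1 (AT1G14880), with a log2 fold change of -7.86, and PCC1 (AT3G22231), with -7.56. The largest rises in PW vs CK were a log2 fold change of 7.73 for AT2G15020, 7.29 for AT1G62510 and 6.51 for CIPK20 (AT5G45820). PDF1.2c (AT5G44430), at least 68.7-fold lower (27.6-fold without CK replicate 1), AT4G01985, at least 27-fold lower, and PDF1.2 (AT5G44420), with a log2 fold change of -7.32, fell most. In PW vs HS, the log2 fold change was 6.24 for PUP18 (AT1G57990), 5.68 for PCC1 and 5.40 for AT5G19190, each higher in PW. PCC1 was also lower in PW than in CK, with 433.4, 155.7 and 117.7 CPM against 847.1, 882.1 and 885.9. PUP18 had 22.58, 12.92 and 14.77 CPM in CK, 25.2, 29.28 and 24.11 in PW and 0.4657, 0.0825 and 0.4468 in HS. AT5G07330 was at least 44.8-fold lower in PW, FTSH6 (AT5G15250) at least 499-fold lower, and HSP21 had a log2 fold change of -10.39. PDF1.2 and PDF1.2c are close copies, whose reads the counting could have split between them.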

We further carried out differential expression analysis (Additional files 2: Figure S2a). 

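Gene sets for the pathways were formed from the product descriptions of the annotation, since KEGG was not used here. The share of DEGs in each set was compared by one-sided Fisher's exact tests with that among the 18706 tested genes that have a description, adjusted by the Benjamini-Hochberg method over 10 set tests. DEGs made up 21.4% of these genes in HS vs CK and 16.3% in PW vs CK.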

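Of 311 ribosome genes, 90 were DEGs in HS vs CK, 11 higher and 79 lower (odds ratio 1.51, adjusted p = 0.00198 by Fisher's exact test). Without HS replicate 1 or without HS replicate 2 the odds ratio was 0.998 or 0.988, so 1 library decides its direction, and without CK replicate 1 or CK replicate 3 it did not pass (odds ratios 1.195 and 1.17). Of the same genes, 69 were DEGs in PW vs CK, 19 higher and 50 lower (odds ratio 1.47, adjusted p = 0.00663 by Fisher's exact test). Without CK replicate 1, CK replicate 3 or PW replicate 3 it did not pass, with odds ratios from 1.21 to 1.32.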

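Of 43 photosynthesis genes, 11 were DEGs in HS vs CK, all higher, which did not pass the test (odds ratio 1.26, adjusted p = 0.306 by Fisher's exact test). For PW vs CK, 32 were DEGs, again all higher (odds ratio 15.1, adjusted p = 4.9e-16 by Fisher's exact test). Scaling to library size alone, without TMM, moved this value most, to an odds ratio of 1.89, which no longer passed; it was 23.3 without PW replicate 1 and 9.08 without PW replicate 3. Of 25 antenna genes, 13 were DEGs in HS vs CK (odds ratio 3.99, adjusted p = 0.00183 by Fisher's exact test) and 20 in PW vs CK (odds ratio 20.7, adjusted p = 1.9e-11), every one of them higher. The odds ratio in PW fell to 4.23 with scaling to library size alone, 12.2 without CK replicate 1, 10.4 without CK replicate 3 and 10.5 without PW replicate 3, and passed in each.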

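The citrate cycle set of 46 genes had 14 DEGs in HS vs CK, 2 higher and 12 lower, and did not pass (odds ratio 1.61, adjusted p = 0.109 by Fisher's exact test); without CK replicate 2 it passed, with an odds ratio of 1.93. For PW vs CK it had 13, 2 higher and 11 lower (odds ratio 2.02, adjusted p = 0.0413 by Fisher's exact test). It did not pass under 5 alternatives, nor without CK replicate 2, PW replicate 2 or HS replicate 3, where the odds ratios were 1.88, 1.66 and 1.64. Scaling to library size alone raised it most, to 4.67, and it was 3.802 without PW replicate 3.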

Based on KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis, genes involved in ribosome, photosynthesis, antenna proteins, and citrate cycle were enriched in both prolonged warming and heat shock (Additional files 2: Figure S2b, c, red arrows). On the other hand, the pathways of porphyrin and chlorophyll metabolism and the biosynthesis of unsaturated fatty acids were significantly enriched in prolonged warming compared to heat shock (Additional files 2: Figure S2d, red arrows). 

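In PW vs HS, 14.2% of the described genes were DEGs. The set for porphyrin and chlorophyll metabolism, formed from product descriptions, had 13 DEGs among 34 genes, 9 higher and 4 lower in PW (odds ratio 3.74, adjusted p = 0.00159 by Fisher's exact test). The set for the biosynthesis of unsaturated fatty acids had 7 DEGs among 25 genes, 3 higher and 4 lower in PW, and did not pass (odds ratio 2.34, adjusted p = 0.0688 by Fisher's exact test). It passed under 5 alternatives, with an odds ratio of 4.59 among genes of at least 10 counts in every library, and in 8 of the 9 fits that each left out 1 replicate, up to 4.33 without HS replicate 2.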

Based on GO (gene ontology) enrichments analysis, heat shock resulted in the enrichment of genes associated response to stimulus, response to stress, cellular component and membrane (Additional files 3: Figure S3a, arrows), while heat shock resulted in the enrichment of genes associated with response to abiotic stimulus, chloroplast, plastid, cytoplasm, intracellular part, photosynthesis and light reaction (Additional files 3: Figure S3b, arrows). Between the two elevated temperature treatments (prolonged warming vs heat shock), genes associated with response to stimulus, response to stress, chloroplast, plastid, cytoplasm and cytoplasmic part were enriched (Additional files 3: Figure S3c, arrows).

Informed by our KEGG and GO enrichment results, we further investigated DEGs associated with the photosynthetic electron transport system. We identified four DEGs involved in light harvesting complex II (LHC II), three DEGs encoding light harvesting complex I (LHC I), 11 DEGs related to PS II and 13 DEGs related to PS I (Fig. 2c). Most of them were up-regulated in both prolonged warming and heat shock (except for *PSBC*, encoding the CP43 subunit of PS II). 

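All 4 LHC II and all 3 LHC I names of Fig. 2c were matched to identifiers in the deposited counts, but only 3 of the 11 PS II names and 10 of the 13 PS I names; the others are not analysed here. The 10 include PSBR, grouped as in that figure, which the annotation names as a PS II subunit. Of the matched genes, 4 of LHC II, 3 of LHC I, 2 of PS II and 10 of PS I were DEGs in at least 1 of the 3 comparisons. With scaling to library size alone, or without CK replicate 3, 1 LHC I gene was a DEG in place of 3. The study chose these genes on the same libraries, so tests of them as lists are not independent evidence.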

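The 4 LHC II genes had a median log2 fold change of 1.99 in HS vs CK and 3.37 in PW vs CK, and all were DEGs in both comparisons. As a list they stood apart from the other genes by limma's camera test, with a Benjamini-Hochberg adjusted p of 0.00268 in HS and 2.4e-07 in PW. Scaling to library size alone moved the value in PW most, to 2.94. The 10 genes grouped as PS I, PSBR among them, were all higher in both treatments, with a median of 1.03 and 5 DEGs in HS vs CK and a median of 1.89 and 10 DEGs in PW vs CK (adjusted p = 0.00268 and 2.5e-09 by limma's camera test). The 3 LHC I genes were also higher, with medians of 0.72 in HS and 1.24 in PW. Among the 3 PS II genes 2 were DEGs in HS and 2 in PW, all higher, and PSB28 was slightly lower in HS (log2 fold change -0.17, edgeR adjusted p = 0.612). PSBC was not analysed here. Over the 29 lists with at least 3 tested genes and the 3 comparisons, camera made 50 calls among 87 tests. All 50 also held under limma's fry test, which made 68. The fry test asks whether the genes of a list change at all, not whether they stand apart from other genes. It gave an unadjusted p of 0.024 for an unchanged simulated list, so holding under it is no separate evidence for camera's calls.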

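With adjustment over the list alone, as many LHC II genes (4 in HS, 4 in PW) and PS I genes (7 in HS, 10 in PW) had an adjusted p under 0.05 as over all genes.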

Particularly, *LHCB2.2* and *LHCB2.4* (encoding light harvesting complex II), *PSB28* (associated with PS II), and *PSAH2* and *PSAN* (related to PS I), were up-regulated by more than 2-fold in prolonged warming than in heat shock (PW vs HS) (Fig. 2c). In addition, ATP synthase (*ATPC1* and *ATPD*) in the photosynthetic electron transport system were also up-regulated in prolonged warming vs heat shock, while *YMF19* was down-regulated (Fig. 2c).

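LHCB2.2 (AT2G05070) lies on chromosome 2 of TAIR10.1, the assembly of the annotation used here, from 1799234 to 1800472. It had 496 ± 103 CPM in CK, 3839 ± 1134 in PW and 1718 ± 214 in HS (SD, n = 3 each). Its log2 fold change in PW vs HS was 1.16 (standard error 0.28, edgeR adjusted p = 0.0164). With scaling to library size alone it was 0.91, under a 2-fold change. The call was lost without PW replicate 3 (1.01) or without HS replicate 2.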

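LHCB2.4 (AT3G27690), on chromosome 3 from 10255906 to 10257489, had 66.1 ± 16.4 CPM in CK, 1640 ± 559 in PW and 301 ± 149 in HS. Its log2 fold change was 2.45 in PW vs HS (standard error 0.41, edgeR adjusted p = 0.00311) and 4.63 in PW vs CK (standard error 0.45, edgeR adjusted p = 0.000302). LHCB2.2 and LHCB2.4 encode closely related proteins, and the counting could have split reads between them.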

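PSB28 (AT4G28660), on chromosome 4 from 14149849 to 14151163, had a log2 fold change of 0.99 in PW vs HS, 1.98-fold (standard error 0.26, edgeR adjusted p = 0.0211); without PW replicate 3 it did not pass, at 0.87. PSAH2 (AT1G52230) had 2346 ± 418 CPM in PW and 981 ± 194 in HS, a log2 fold change of 1.26 (standard error 0.24, edgeR adjusted p = 0.00561). PSAN (AT5G64040) had 3638 ± 329 CPM in PW and 1257 ± 235 in HS, a log2 fold change of 1.53 (standard error 0.26, edgeR adjusted p = 0.00335). Each of the 3 PW libraries had more CPM of each of these 5 genes than each of the 3 HS libraries. Chance alone gives a full separation, in either direction, to 10% of genes.

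**Figure D1:**
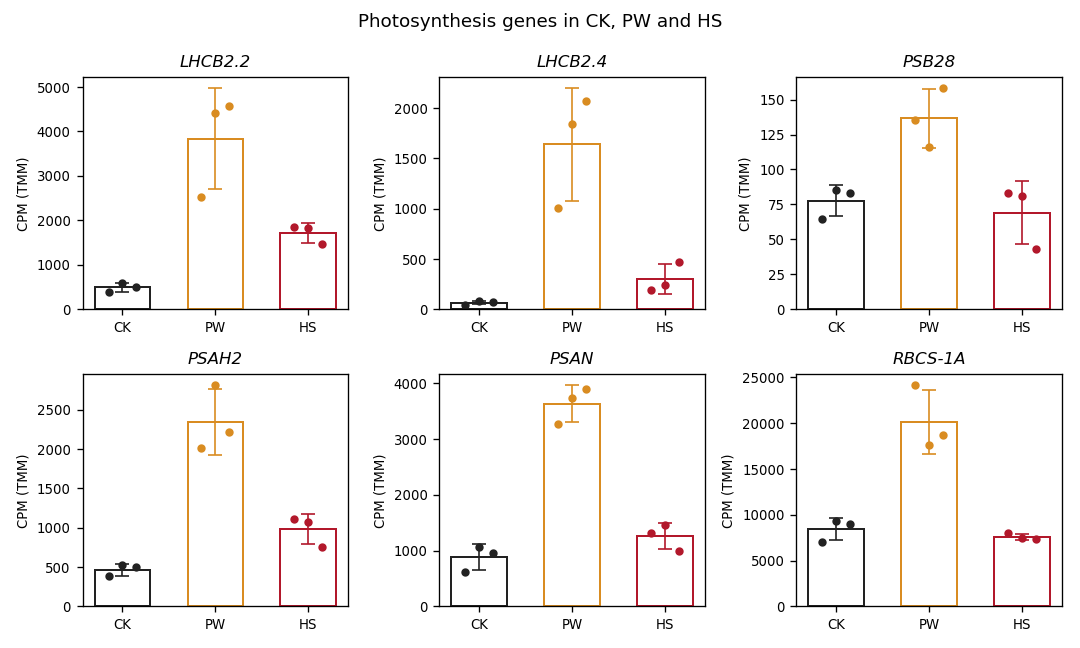
CPM of 6 photosynthesis genes after TMM scaling, by treatment. Points are the 3 libraries, bars their mean and error bars the SD; LHCB2.4 has 1640 ± 559 CPM in PW against 301 ± 149 in HS.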

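ATPC1 (AT4G04640) had 1966 ± 536 CPM in PW and 976 ± 319 in HS, a log2 fold change of 1.01 (standard error 0.32, edgeR adjusted p = 0.044). This call was close to the threshold and was lost in 8 of the 9 fits that each left out 1 replicate. ATPD (AT4G09650) had 1404 ± 322 CPM in PW and 608 ± 149 in HS, a log2 fold change of 1.21 (standard error 0.28, edgeR adjusted p = 0.0132). YMF19 was not analysed here.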

### Respiratory metabolism

The expression levels of DEGs regulating glyoxylate and dicarboxylate metabolism dramatically increased in prolonged warming vs heat shock. For instance, the expression level of 40-fold higher *MLS* (encoding malate synthase), more than 8-fold higher *RBCS-1A*, *RBCS-1B*, *RBCS-2B* and *RBCS-3B* (encoding ribulose bisphosphate carboxylase), and 3-fold higher *HKL1* (encoding hexokinase-like 1), in prolonged warming than in heat shock (Fig. 3a).

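MLS (AT5G03860) had 8, 26 and 19 counts in the PW libraries and at most 2 in any HS library, so that it was at least 6.93-fold higher in PW than in HS. It had at most 3 counts in any CK library and too few counts overall to be tested. RBCS-1A (AT1G67090) had 20160 ± 3490 CPM in PW and 7594 ± 320 in HS, a fold change of 2.66 (log2 fold change 1.41, standard error 0.26, edgeR adjusted p = 0.00449). The fold changes of RBCS-1B (AT5G38430), RBCS-2B (AT5G38420) and RBCS-3B (AT5G38410) were 2.22, 2.48 and 2.51, with edgeR adjusted p from 0.00379 to 0.0103. These last 3 genes lie next to each other on chromosome 5 and are near-identical, so their separate counts are uncertain. HKL1 (AT1G50460) had 47.4 ± 17.2 CPM in PW and 15.1 ± 0.471 in HS, a fold change of 3.14 (edgeR adjusted p = 0.00163).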

**Fig. 3:**
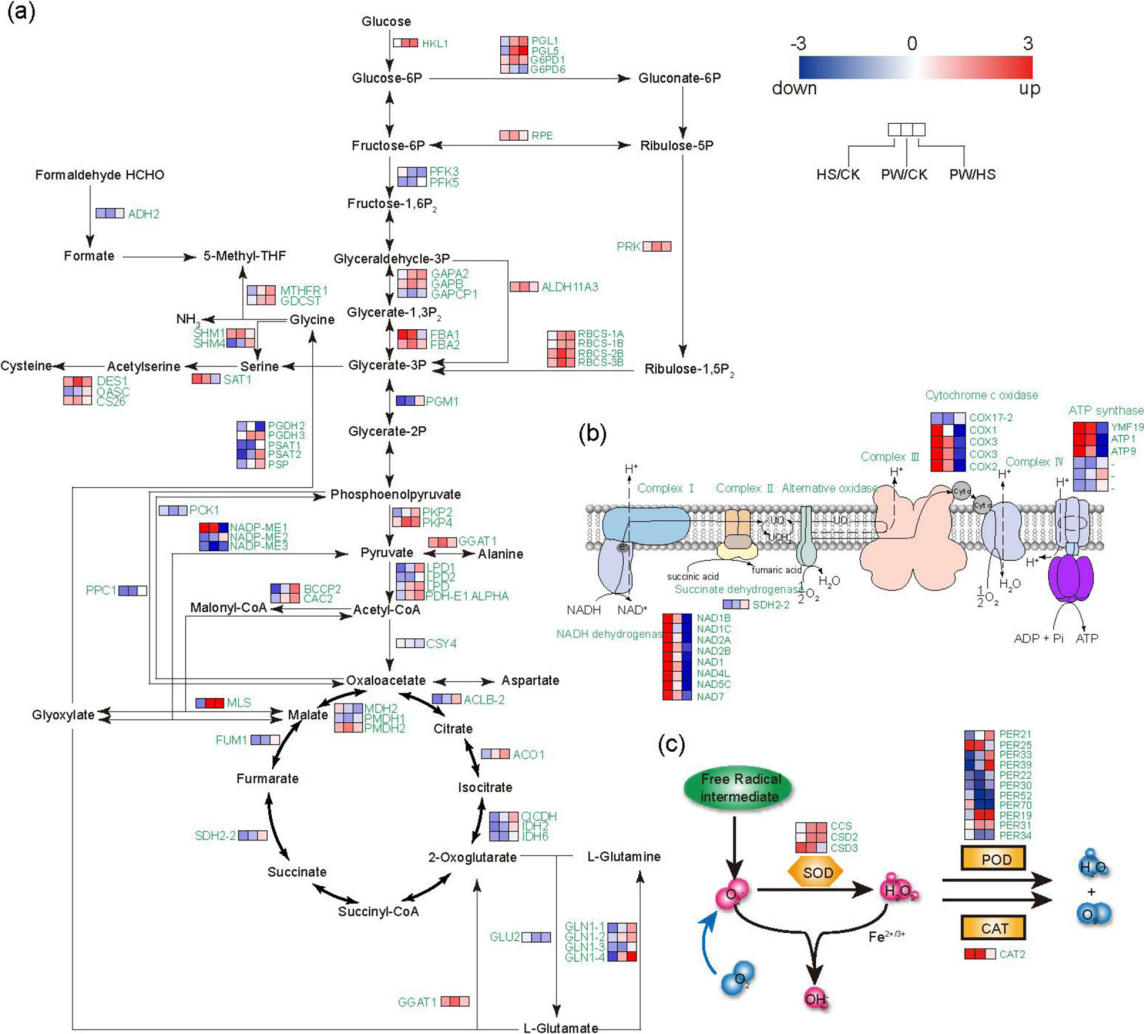
The respiratory metabolism and scavenging free radicals pathways analysis under different elevated temperature treatments. **a** The substance transformation and gene expression changes in the respiratory metabolism pathways under different elevated temperature treatments. **b** Changes in the expressions of oxidative phosphorylation-related genes in the mitochondrial electron transport chain. **c** Profiles of antioxidant enzyme-related genes responsible for scavenging free radicals. SOD: superoxide dismutase; CAT: catalase; POD: peroxidase. Red squares represent up-regulated genes and blue squares represent down-regulated ones. Left-hand column represents heat stress vs control; middle column represents warming vs control; right-hand column represents warming vs heat stress. CK: control; PW: prolonged warming; HS: heat shock

By examining the relationship between the expression levels of DEGs and the abundance of metabolites, we identified those pathways that were significantly influenced by both elevated temperature treatments. The major known pathways, including glycolysis, pyruvate metabolism, glyoxylate and dicarboxylate metabolism and TCA cycle, are represented in Fig. 3a. 

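LPD1 (AT3G16950) lies on chromosome 3 of TAIR10.1 from 5786298 to 5790536. It had 30.7 ± 2.61 CPM in CK, 20.5 ± 1.42 in PW and 9.31 ± 1.10 in HS, with a log2 fold change of -1.72 in HS vs CK (standard error 0.14, edgeR adjusted p = 8.9e-05). LPD2 (AT3G17240) had 87.9 ± 2.11 CPM in CK, 37.8 ± 6.37 in PW and 41.4 ± 2.60 in HS. Its log2 fold change was -1.08 in HS vs CK (standard error 0.14, edgeR adjusted p = 0.000735) and -1.22 in PW vs CK (edgeR adjusted p = 0.000634).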

Compared to CK, the metabolism of pyruvate genes encoding dihydrolipoyl dehydrogenase (*LPD1*, *LPD2*) were down-regulated in heat shock, indicated that heat stress limited the conversion of pyruvate into acetyl-CoA. However, *LPD1, LPD* and *PDH-E1 ALPHA* were up-regulated in prolonged warming vs heat shock, indicating a different pattern in this conversion between prolonged warming and heat shock.

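In PW vs HS, LPD1 had a log2 fold change of 1.14 (standard error 0.14, edgeR adjusted p = 0.000745). PDH-E1 ALPHA (AT1G01090) had 214 ± 8.15 CPM in PW, 88.1 ± 15.4 in HS and 133 ± 4.82 in CK, and a log2 fold change of 1.28 in PW vs HS (standard error 0.16, edgeR adjusted p = 0.000798). The name LPD was matched to no single gene. The annotation lists 4 lipoamide dehydrogenases. It names AT1G48030 mtLPD1, a mitochondrial enzyme, and LPD2 mtLPD2. In PW vs HS, AT4G16155 had a log2 fold change of 1.11 (edgeR adjusted p = 0.00187). Neither mtLPD gene passed. AT1G48030 had 0.51 (edgeR adjusted p = 0.162) and LPD2 hardly changed, with -0.13 (edgeR adjusted p = 0.527).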

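The 6 genes PMDH1, FUM1, ACLB-2, IDH2, IDH6 and SDH2-2 were all lower in both treatments, with a median log2 fold change of -1.25 in HS vs CK and -1.07 in PW vs CK. The list stood apart from other genes with an adjusted p of 7.0e-06 in HS and 3.1e-05 in PW by limma's camera test. The study chose these 6 genes on the same libraries, so this test is not independent evidence. The citrate cycle set formed from product descriptions did not pass in HS (adjusted p = 0.109 by Fisher's exact test). Each gene had an edgeR adjusted p under 0.05 in both comparisons, the highest being 0.0138 (FUM1 in PW vs CK), and 5 were DEGs in HS and 4 in PW. ACLB-2 (AT5G49460) fell from 48.8 ± 2.32 CPM in CK to 28.4 ± 1.05 in PW and 17.2 ± 2.13 in HS. IDH2 (AT2G17130) fell from 28.3 ± 2.58 CPM to 13.6 ± 0.683 in PW and 10.0 ± 0.665 in HS. FUM1 (AT2G47510) had 79.3 ± 2.24 CPM in CK, 37.5 ± 9.64 in PW and 33.3 ± 11.9 in HS. In HS vs CK the log2 fold change of IDH6 (AT3G09810) was -1.11 and that of SDH2-2 (AT5G40650) -1.26.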

In the TCA cycle pathway, genes encoding malate dehydrogenase (*PMDH1*), fumarate hydratase (*FUM1*), ATP-citrate synthase beta chain protein (*ACLB-2*), isocitrate dehydrogenase (*IDH2*, *IDH6*) and succinate dehydrogenase (*SDH2–2*) were down-regulated in both prolonged warming and heat shock. This is consistent with the metabolomic results, where citric acid and fumaric acid contents were decreased in prolonged warming vs heat shock (Fig. 2b, Fig. 3a). 

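PMDH1 (AT2G22780) had 79.0 ± 7.38 CPM in CK, 36.1 ± 5.26 in PW and 48.4 ± 5.92 in HS. In PW vs HS its log2 fold change was -0.42 (standard error 0.16) and did not pass the threshold (edgeR adjusted p = 0.0745). It was under 0.05 with scaling to library size alone and in 1 of the 9 fits that each left out 1 replicate, that without HS replicate 3.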

The decreased malic acid content was also consistent with the down-regulation of *PMDH1* in prolonged warming vs heat shock (Fig. 2b, Fig. 3a).

In addition, the DEGs related to oxidative phosphorylation, encoding ATP synthase, cytochrome c oxidase and NADH dehydrogenase, were up-regulated in HS. 

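Of the 15 names for oxidative phosphorylation, 3 were matched: COX3 (ATMG00730), NAD2B (ATMG01320) and ATP1 (ATMG01190), all of the mitochondrial genome. Their depth was low. COX3 had 12, 6 and 4 counts in the CK libraries, 19, 16 and 4 in PW and 81, 108 and 41 in HS. In HS vs CK the log2 fold change was 3.92 for COX3 (standard error 0.61, edgeR adjusted p = 0.00142), 2.89 for NAD2B (standard error 0.81, edgeR adjusted p = 0.0208) and 6.07 for ATP1 (standard error 0.63, edgeR adjusted p = 0.00025). The call for NAD2B was lost without CK replicate 2. A copy of the mitochondrial genome lies in chromosome 2, and the counting could have split reads between these loci and their copies.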

Examples are ATP synthase protein (*YMF19*), cytochrome c oxidase subunit (*COX1*, *COX2*, *COX3*), and NADH dehydrogenase (*NAD1B NAD1C*) (Fig. 3b). However, most these genes were significantly down-regulated in prolonged warming vs heat shock, indicated that heat shock enhanced more oxidative phosphorylation than prolonged warming.

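In PW vs HS, COX3 had a log2 fold change of -2.33 (standard error 0.56, edgeR adjusted p = 0.0155), which did not pass without HS replicate 2, and ATP1 of -3.67 (standard error 0.54, edgeR adjusted p = 0.00173). NAD2B had -2.21 and did not pass (standard error 0.83, edgeR adjusted p = 0.078). The reads of these loci remain uncertain because of the chromosome 2 copy.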

### The antioxidant system

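The log2 fold change of CCS (AT1G12520) was 1.26 in PW vs CK (standard error 0.23, edgeR adjusted p = 0.00381), from 62.4 ± 3.17 CPM in CK to a mean of 149 CPM in PW. CSD2 (AT2G28190) rose from 249 ± 17.2 to 682 ± 165 CPM, a log2 fold change of 1.46 (standard error 0.41, edgeR adjusted p = 0.0245); this call was lost with scaling to library size alone and in 4 of the 9 fits that each left out 1 replicate. CSD3 (AT5G18100) rose from 19.0 ± 1.46 to 59.2 ± 2.52 CPM, a log2 fold change of 1.64 (standard error 0.15, edgeR adjusted p = 0.000225).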

In SOD-catalyzed reactions, three genes (*CCS*, *CSD2*, *CSD3*) were all up-regulated in prolonged warming. However, only *CSD3* was highly expressed in heat shock. Additionally, the expression levels of *CCS* and *CSD2* were 2.5-fold higher in prolonged warming than in heat shock (Fig. 3c).

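CSD3 had 84.2 ± 13.6 CPM in HS and a log2 fold change of 2.15 in HS vs CK (standard error 0.15, edgeR adjusted p = 4.2e-05). CCS and CSD2 had 57.0 ± 19.2 and 277 ± 182 CPM in HS, with log2 fold changes of -0.13 (edgeR adjusted p = 0.67) and 0.16 (edgeR adjusted p = 0.777) against CK. The directions of both rested on single libraries. CCS was at 0.07 without HS replicate 1, and CSD2 at -0.52 without HS replicate 3.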

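CCS was 2.62-fold higher in PW than in HS (standard error of the log2 fold change 0.23, edgeR adjusted p = 0.00289). CSD2 was 2.46-fold higher (standard error 0.40, edgeR adjusted p = 0.0415), and its call held in 1 of the 9 fits that each left out 1 replicate, that without HS replicate 3, where the fold change was 3.93.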

In CAT-catalyzed reactions, *CAT2* (catalase 2) had a higher expression in both heat shock and prolonged warming (Fig. 3c). In addition, most of the genes encoding PODs were down-regulated in heat shock or prolonged warming compared to CK, except for *PER25* (peroxidase 25) which had a higher expression in heat shock (Fig. 3c).

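CAT2 (AT4G35090) lies on chromosome 4 of TAIR10.1 from 16700312 to 16703504. It had 78.1 ± 15.0 CPM in CK, 1763 ± 1026 in PW and 1498 ± 704 in HS. The log2 fold change was 4.26 in HS vs CK (standard error 0.58, edgeR adjusted p = 0.000816) and 4.50 in PW vs CK (standard error 0.59, edgeR adjusted p = 0.000901). The treatments did not differ beyond the spread of the replicates (PW vs HS 0.23, edgeR adjusted p = 0.765).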

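Only 4 of the 11 POD names were matched to identifiers. PER25 (AT2G41480) had 19, 5 and 1 counts in CK and 36, 56 and 20 in HS, a log2 fold change of 2.77 in HS vs CK (standard error 0.89, edgeR adjusted p = 0.0355). This call was lost in 5 of the 9 fits that each left out 1 replicate. For PW vs CK, PER25 had a log2 fold change of 2.25 and did not pass (edgeR adjusted p = 0.087), though it did without PW replicate 1 (2.71). PER34 (AT3G49120) was lower in PW, with a log2 fold change of -1.62 (edgeR adjusted p = 0.0156) that did not pass without PW replicate 3 (-1.38), but hardly changed in HS (-0.16, edgeR adjusted p = 0.774). PER52 (AT5G05340) fell by 3.08 on the log2 scale in PW (edgeR adjusted p = 0.00377) and by 0.63 in HS, where it did not pass (edgeR adjusted p = 0.299). PER33 (AT3G49110) did not pass in either treatment; it had 0, 0 and 213 counts in HS and 471, 0 and 21 in PW, and without HS replicate 3, where no count is left in HS, it passed as lower in HS vs CK. PER33 and PER34 are near-identical copies side by side on chromosome 3, and the counting could have split reads between them. By product description 31 peroxidases were tested, of which 3 were higher and 1 lower among the DEGs in HS vs CK, and 2 higher and 2 lower in PW vs CK. Their median log2 fold change was -0.60 in HS and -0.41 in PW.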

### Heat shock proteins, transcription factors and heat stress-inducible genes

The heat shock response network is activated by heat shock proteins thereby initiate heat-stress related transcription factors and genes. Ascorbate peroxidase 2 (*APX2*) is involved in catalyzing the H_2_O_2_-dependent oxidation of ascorbate in plants. We found that *APX2* were only significantly up-regulated in heat shock, but its expression was not detectable in prolonged warming (Fig. 4a). In addition, the expression levels of *HSP70–3*, *HSP70–9*, *HSP70–14*, *HSP90–2*, *HSP90–3* and *HSP90–4* were significantly decreased in both prolonged warming and heat shock, and the expression of *HSP70–3* was further decreased in heat shock than in prolonged warming (Fig. 4b-g). However, *HSP22.0* expression was only detected in heat shock, but not in prolonged warming (Fig. 4h).

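APX2 (AT3G09640) lies on chromosome 3 of TAIR10.1 from 2956156 to 2958330, where its qRT-PCR primers match no other gene. It had 491, 419 and 701 counts in the HS libraries, 41.6 ± 9.33 CPM. In CK and PW no library had more than 1 count, so APX2 was not detectable there at this depth. It was at least 217-fold higher in HS than in CK and at least 135-fold lower in PW than in HS (edgeR adjusted p = 4.5e-06 and 1.3e-05).

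**Figure D2:**
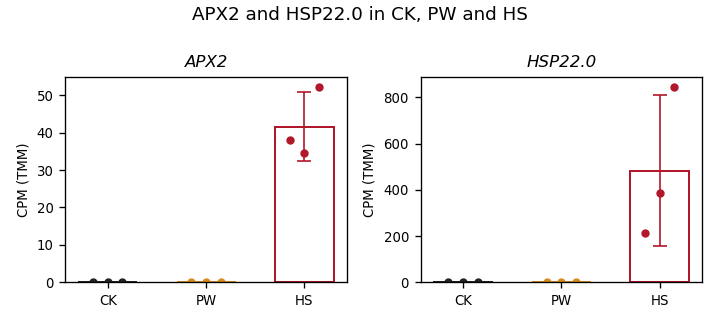
CPM of APX2 and HSP22.0 after TMM scaling, by treatment. Points are the 3 libraries, bars their mean and error bars the SD; the means in HS are 41.6 CPM for APX2 and 482 CPM for HSP22.0, each on its own scale.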

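HSP70-3 (AT3G09440), on chromosome 3 of TAIR10.1 from 2902355 to 2905947, had 332 ± 65.6 CPM in CK, 180 ± 32.5 in PW and 51.8 ± 11.8 in HS. Its log2 fold change was -2.68 in HS vs CK (standard error 0.25, edgeR adjusted p = 0.000155), -0.88 in PW vs CK (standard error 0.23, edgeR adjusted p = 0.0196) and 1.80 in PW vs HS (standard error 0.24, edgeR adjusted p = 0.00106). The call in PW vs CK was lost in 3 of the 9 fits that each left out 1 replicate.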

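All 6 HSP70 and HSP90 genes that the paper names had an edgeR adjusted p under 0.05 in both treatments. The highest was 0.0483 for HSP70-9 (AT4G37910) in HS. Of the 6 genes, 4 were DEGs in HS and 3 in PW. That HSP70-9 call was lost with the GC trend offset and in 6 of the 9 fits, and its call in PW (log2 fold change -0.79) without CK replicate 1, CK replicate 2 or CK replicate 3 (from -0.86 to -0.71). As a list the 6 genes had a median log2 fold change of -1.35 in HS and -0.99 in PW (adjusted p = 2.0e-05 and 0.000523 by limma's camera test). Since the study chose them on the same libraries, the test of the list is not independent evidence. With scaling to library size alone, which moves the median of all genes to -0.15 in HS and -0.45 in PW, the medians were -1.52 and -1.39. The unchanged direction is no test here, since that shift is itself downward. HSP70-14 (AT1G79930) had log2 fold changes of -0.84 in HS and -0.80 in PW, the latter not passing without CK replicate 3 (-0.76).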

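HSP90-2 (AT5G56030) had 301 ± 47.4 CPM in CK, 137 ± 32.4 in PW and 106 ± 16.6 in HS, HSP90-3 (AT5G56010) had 310 ± 42.6, 144 ± 22.0 and 91.8 ± 11.8, and HSP90-4 (AT5G56000) had 771, 574 and 590 counts in CK, 161, 126 and 158 in PW and 212, 167 and 217 in HS. These 3 genes lie within chromosome 5 from 22677338 to 22689671 and are near-identical; their separate counts are uncertain.

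**Figure D3:**
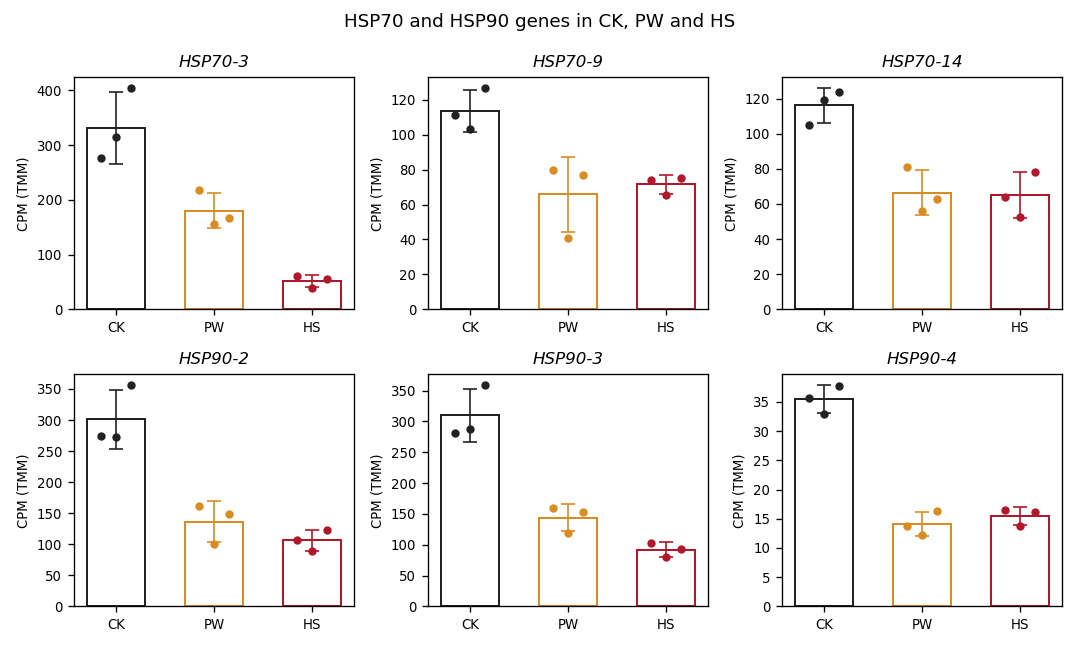
CPM of 6 HSP70 and HSP90 genes after TMM scaling, by treatment. Points are the 3 libraries, bars their mean and error bars the SD; HSP70-3 falls from 332 ± 65.6 CPM in CK to 51.8 ± 11.8 in HS.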

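HSP22.0 (AT4G10250), on chromosome 4 of TAIR10.1 from 6370338 to 6371372, had 2741, 4698 and 11348 counts in the HS libraries, 482 ± 327 CPM. It had 2, 0 and 0 counts in CK and was at least 2510-fold higher in HS (edgeR adjusted p = 2.5e-05), or 1560-fold without HS replicate 3. In PW it had 6, 4 and 4 counts, at least 2.28-fold more than in CK, which did not pass the test (edgeR adjusted p = 0.0755).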

**Fig. 4:**
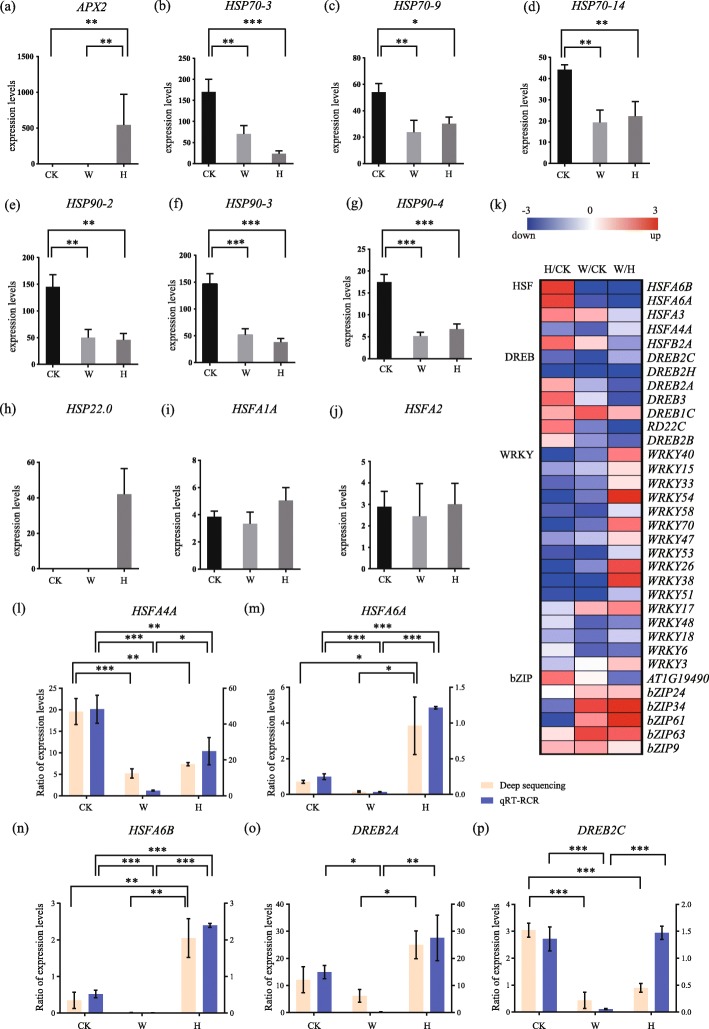
Heat shock protein and transcription factor analyses under different elevated temperature treatments. Expression levels of (**a**) ascorbate peroxidase 2 (*APX2*), (**b**) heat shock protein 70–3 (*HSP70–3*), (**c**) *HSP70–9*, (**d**) *HSP70–14*, (**e**) *HSP90–2*, (**f**) *HSP90–3*, (**g**) *HSP90–4*, (**h**) *HSP22.0*, (**i**) heat shock factor A 1A (*HSFA1A*), and **(j)** *HSFA2*. Each bar represents mean ± SD; *n* = 3. **k** Heatmap of 34 differentially expressed transcription factors under control, prolonged warming and heat shock treatments, grouped into 4 main categories. Red rectangles mean up-regulation of expression and blue means down-regulation. **l–p** The expression levels of several selected transcription factors: (**l**) *HSFA4A*, (**m**) *HSFA6A*, (**n**) *HSFA6B*, (**o**) *DREB2A*, and (**p**) *DREB2C* were determined using quantitative RT-PCR analyses. Pink bars: results from deep sequencing; blue bars: results from qRT-PCR. Each bar represents mean ± SD; *n* = 3. CK: control; PW: prolonged warming; HS: heat shock

By going a step upstream, we measured the expression levels of transcription factors including *HSFs*, *DREBs*, *WRKYs* and *bZIPs*. 

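The heatmap of Fig. 4k names 34 transcription factors of these families, of which 31 were matched to identifiers. Among them, 28 were DEGs in at least 1 comparison, 18 in HS vs CK, 17 in PW vs CK and 14 in PW vs HS.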

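HSFA1A (AT4G17750) had 5.48 ± 0.379 CPM in CK, 6.29 ± 1.17 in PW and 8.11 ± 0.561 in HS. Its log2 fold change in HS vs CK was 0.56 (standard error 0.19, edgeR adjusted p = 0.0417); this call was lost with scaling to library size alone and in 6 of the 9 fits that each left out 1 replicate. HSFA2 (AT2G26150) had 3.51 ± 0.723 CPM in CK, 3.88 ± 2.08 in PW and 4.11 ± 0.886 in HS, with log2 fold changes of 0.22 in HS vs CK (edgeR adjusted p = 0.686) and 0.15 in PW vs CK (edgeR adjusted p = 0.812). The direction of HSFA2, PW vs CK, flips with scaling to library size alone (-0.24), without CK replicate 2 (-0.0192) and without PW replicate 1 (-0.29).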

The expression levels of *HSFA1A* was slightly up-regulated in heat shock (Fig. 4i), but there was no significant difference in *HSFA2* expression among CK, prolonged warming and heat shock (Fig. 4j). Interestingly, four *HSFs*, including *HSFA6B, HSFA6A, HSFA3* and *HSFB2A* were significantly up-regulated, and *DREB2A* and *DREB3* were also strongly up-regulated in heat shock (Fig. 4k). 

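In HS vs CK, HSFA6B (AT3G22830) had a log2 fold change of 2.77 (standard error 0.65, edgeR adjusted p = 0.00931), from counts of 5, 5 and 14 in CK to 55, 43 and 24 in HS. HSFA6A (AT5G43840) had 12, 10 and 7 counts in CK and 46, 62 and 18 in HS, a log2 fold change of 2.64 (standard error 0.52, edgeR adjusted p = 0.00452). HSFA3 (AT5G03720) rose from 55, 60 and 33 to 129, 94 and 117 counts, with a log2 fold change of 1.71 (edgeR adjusted p = 0.000666), and HSFB2A (AT5G62020) from 7.16 ± 3.58 to 30.1 ± 8.36 CPM, with 2.06 (edgeR adjusted p = 0.00661). DREB2A (AT5G05410) rose from 14.6 ± 6.26 to 35.2 ± 11.0 CPM, with 1.27 (standard error 0.40, edgeR adjusted p = 0.0332), and lost this call with scaling to library size alone and in 4 of the 9 fits that each left out 1 replicate. DREB3 was not analysed here.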

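DREB2A had 9.96 ± 4.46 CPM in PW; its log2 fold change of -0.55 in PW vs CK did not pass the test (standard error 0.41, edgeR adjusted p = 0.336). This value was -0.14 without CK replicate 1, -0.82 without PW replicate 2 and -0.97 with scaling to library size alone. All 16 WRKY genes of Fig. 4k were matched. All 16 were lower in HS than in CK and 14 were lower in PW, with median log2 fold changes of -1.67 and -1.19 (adjusted p = 9.1e-06 and 0.0037 by limma's camera test), and 10 were lower DEGs in HS and 7 in PW. This list was also chosen by the study on the same libraries, so its test is not independent evidence. In the direct comparison, PW vs HS, 10 of the 16 were lower in HS. With an edgeR adjusted p under 0.05, 5 were lower and 1 was higher in HS than in PW.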

Differently, the expressions of *DREB2A* and *DREB3* decreased in prolonged warming, and most genes encoding WRKY transcription factors were down-regulated to a larger extent in heat shock than those in prolonged warming (Fig. 4k). 

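Of the 6 bZIP genes, 4 were DEGs and higher in PW vs CK. bZIP63 (AT5G28770) rose from 7.14 ± 0.936 to 50.0 ± 9.49 CPM, with a log2 fold change of 2.80 (standard error 0.18, edgeR adjusted p = 0.000108). bZIP34 (AT2G42380) had a log2 fold change of 2.77 (edgeR adjusted p = 0.0182), bZIP9 (AT5G24800) of 1.68 (edgeR adjusted p = 0.0187) and bZIP24 (AT3G51960) rose 2.30-fold (edgeR adjusted p = 0.00615). The calls for bZIP34 and bZIP9 were each lost in 3 of the 9 fits that left out 1 replicate. bZIP61 (AT3G58120), with 1.81, did not pass (edgeR adjusted p = 0.075), nor did AT1G19490, with 0.49 (edgeR adjusted p = 0.227).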

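In HS vs CK, bZIP9 had a log2 fold change of 1.06 and did not pass (standard error 0.43, edgeR adjusted p = 0.0809); it was 0.43 without HS replicate 3. AT1G19490 passed, with 1.90 (standard error 0.29, edgeR adjusted p = 0.00129), as did bZIP63 at under a 2-fold change (0.57, edgeR adjusted p = 0.0319), and bZIP61 was lower (-2.66, edgeR adjusted p = 0.022). These last 2 calls were lost in 4 and 3 of the 9 fits. bZIP34 (-1.57) and bZIP24 (0.19) did not pass, and bZIP34 was at -3.52 without HS replicate 3.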

Particularly, five genes encoding bZIPs were significantly up-regulated in prolonged warming but only one (bZIP9) in heat shock (Fig. 4k). 

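In the sequencing data HSFA4A (AT4G18880) fell from 32.3 ± 4.40 CPM in CK to 11.4 ± 2.41 in PW and 13.9 ± 2.37 in HS, with log2 fold changes of -1.50 in PW (standard error 0.20, edgeR adjusted p = 0.00103) and -1.21 in HS (standard error 0.20, edgeR adjusted p = 0.0019). HSFA6A had 0.161 ± 0.0661 CPM in PW and 3.34 ± 1.90 in HS, and HSFA6B 0.0285 ± 0.0493 and 3.20 ± 1.28. All PW libraries had at most 3 counts of either gene, which makes HSFA6A at least 10.8-fold and HSFA6B at least 10.4-fold lower in PW than in HS. DREB2C (AT2G40340) had 71, 75 and 54 counts in CK, 2, 6 and 14 in PW and 20, 17 and 11 in HS. Its log2 fold change was -2.35 in PW vs CK (standard error 0.59, edgeR adjusted p = 0.0161), a call lost without CK replicate 2 or PW replicate 2, and -1.54 in HS vs CK, where it did not pass (standard error 0.55, edgeR adjusted p = 0.0516). It passed in HS with DESeq2 (-1.57), with scaling to library size alone, with only the 2 groups compared, and, at an unchanged log2 fold change, without PW replicate 1 or PW replicate 3.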

The expressions of *HSFA4A*, *HSFA6A*, *HSFA6B* and *DREB2A* detected via qRT-PCR (real-time reverse transcription PCR) showed a similar pattern to those observed in the transcriptome data (Fig. 4l-o), with DREB2C as an exception (Fig. 4p).

We further carried out a series of qRT-PCRs to verify the expression pattern of HSFAs and HSP70/90 in different temperatures with different durations (Fig. 5a-m, Fig. 6a-m, Additional files 5: Table S2). The results showed that in all heat treatments, the *HSFA1A*, *HSFA1B*, *HSFA2*, *APX2* and *HSP22.0* were significantly upregulated with the increasing of treatment duration (Fig. 5a, b, e, f, g), except that *HSFA1D* and *HSFA1E* showed little changes (Fig. 5c, d). However, unlike heat treatments, all *HSFA1s* and *HSFA2* were downregulated as the treated time increasing in all warming treatments (Fig. 6a-e) while *APX2* and *HSP22.0* were not detected (Fig. 6f, g), indicating that they were largely repressed under prolonged warming. In addition, *HSP70/90s* were all downregulated with the increasing treating time in both heat shock and prolonged warming (Fig. 5h-m, Fig. 6h-m). Among them, under heat shock, *HSPs*, *HSP70–3*, *HSP70–9*, *HSP70–14*, *HSP90–2*, *HSP90–3* and *HSP90–4*, exhibited the reverse expression level compared to the HSFA1s.

**Fig. 5:**
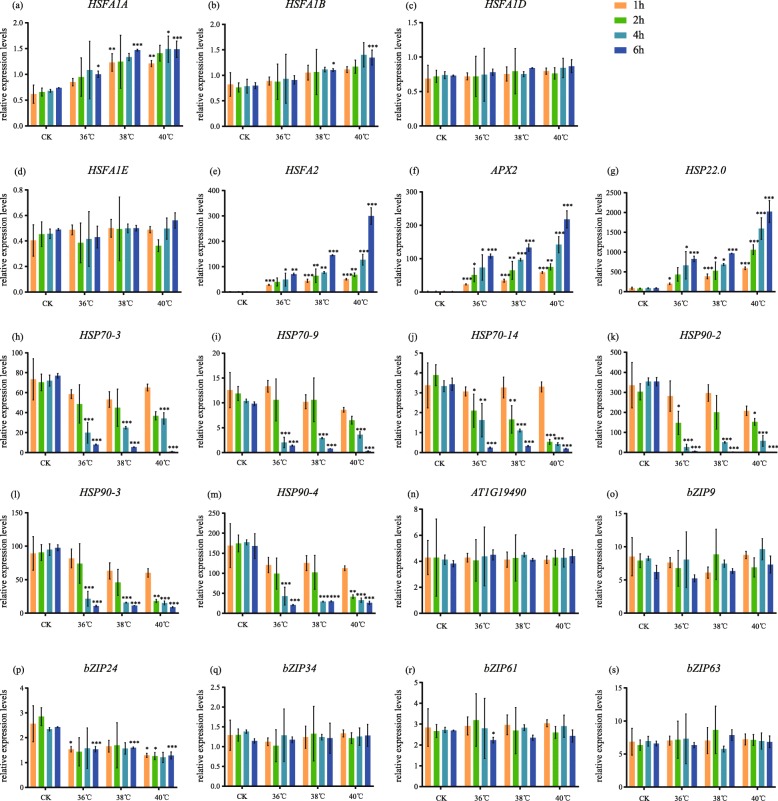
qRT-PCR for different temperatures and lasting time of heat shock. **a** *HSFA1A*, (**b**) *HSFA1B*, (**c**) *HSFA1D*, (**d**) *HSFA1E*, (**e**) *HSFA2*, (**f**) *APX2*, (**g**) *HSP22.0*, (**h**) *HSP70–3*, (**i**) *HSP70–9*, (**j**) *HSP70–14*, (**k**) *HSP90–2*, (**l**) *HSP90–3*, (**m**) *HSP90–4*, (**n**) *AT1G19490*, (**o**) *bZIP9*, (**p**) *bZIP24*, (**q**) *bZIP34*, (**r**) *bZIP61*, (**s**) *bZIP63*. Orange bars: results for 1 h, green bars: results for 2 h, blue bars: results for 4 h, deep blue bars: results for 6 h. Each bar represents mean ± SD; *n* = 3

**Fig. 6:**
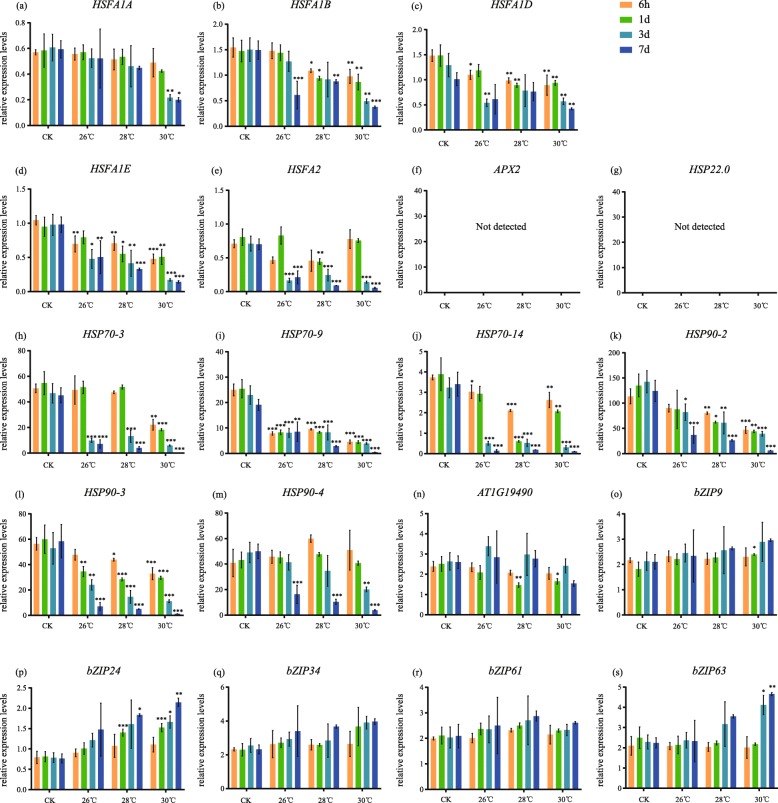
qRT-PCR for different temperatures and lasting time of prolonged warming. **a** *HSFA1A*, (**b**) *HSFA1B*, (**c**) *HSFA1D*, (**d**) *HSFA1E*, (**e**) *HSFA2*, (**f**) *APX2*, (**g**) *HSP22.0*, (**h**) *HSP70–3*, (**i**) *HSP70–9*, (**j**) *HSP70–14*, (**k**) *HSP90–2*, (**l**) *HSP90–3*, (**m**) *HSP90–4*, (**n**) *AT1G19490*, (**o**) *bZIP9*, (**p**) *bZIP24*, (**q**) *bZIP34*, (**r**) *bZIP61*, (**s**) *bZIP63*. Orange bars: results for 6 h, green bars: results for 1d, blue bars: results for 3d, deep blue bars: results for 7d. Each bar represents mean ± SD; *n* = 3

Most bZIPs were upregulated in prolonged warming on the 7th day, such as *bZIP9*, *bZIP24*, *bZIP34* and *bZIP63* (Fig. 6o, p, q, s). On the other hand, they showed no significantly changes under heat shock (Fig. 5o, p, q, s) except for the downregulated *bZIP24* (Fig. 5p), indicating that bZIPs were active in prolonged warming, which were totally different from their expressions in heat shock response.

## Discussion

By systematic comparison of the physiological, transcriptional, and metabolic responses of *Arabidopsis* leaves toward prolonged warming and heat shock, we revealed the differential response patterns between these two types of heat stresses, which involve multiple components including photosynthesis, respiration, ROS scavenging, and stress signaling pathways.

To determine the gas exchange under prolonged warming and heat shock conditions, we measured the stomatal conductance. We found that with prolonged warming treatment, the stomatal conductance decreased significantly, and the rate of CO_2_ assimilation was also significantly inhibited. However, they remained largely unchanged under heat shock which led to high transpiration rate. Stomatal regulation is a vital protective mechanism for high-temperature tolerance as it is crucial for desiccation prevention. Generally, under moderate to severe stress, the photosynthetic rate would decrease due to lowered mesophyll conductance and stomatal closure [12]. Therefore, our results suggest two different response mechanisms. Under heat shock, because plants experience a sudden increase in temperature, they may increase the rate of transpiration to allow the cooling effect due to evaporation. Differently, under prolonged warming in which the temperature increase is not lethal, the plants close their stomata to prevent excessive water loss.

We further investigated the responses of photosynthesis under prolonged warming and heat shock, and revealed that photochemical quenching decreased and non-photochemical quenching increased under prolonged warming, while the genes related to LHCII and the photosynthetic electron transport system including PSII and PSI, such as *LHCB2.2*, *LHCB2.4*, *PSB28*, *PSAH2*, *PSAN*, were up-regulated. Previous studies have identified that some PSII-related protein subunits and cofactors of the photosynthetic electron transport system responsive to high temperature. *Psb28–1* plays an important role in PSII repair at high temperatures [16, 17]. LHCII, as the major component of PSII, functions in light energy distribution and light protection, and Lhcb1 and Lhcb2 are primary constituents of mobile trimeric LHCIIs [18]. Combining with these studies, we predicted that the enhanced photoreaction and photoprotection under prolonged warming condition. Similarly, most genes related to light harvesting complexes and the photosynthetic electron transport system were also up-regulated with heat shock, suggesting that short-term high temperature may also induce photoprotection.

Respiration usually involves pathways of the glycolysis, TCA cycle, mitochondrial electron transport chain (miETC) and oxidative phosphorylation. Elevated temperatures can induce damages in the plant cell by upsetting the balance in cellular respiration [1]. 

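In PW vs CK, HKL1 had a log2 fold change of 1.61 (standard error 0.24, edgeR adjusted p = 0.00154). GAPA2 (AT1G12900) had 1.02 (edgeR adjusted p = 0.0172), GAPB (AT1G42970) 1.38 (edgeR adjusted p = 0.0114), FBA1 (AT2G21330) 2.15 (edgeR adjusted p = 0.00447) and FBA2 (AT4G38970) 1.66 (edgeR adjusted p = 0.00457), and all 5 were DEGs. GAPA2 lost its call in 2 of the 9 fits that each left out 1 replicate. FBA1 and FBA2 were also higher in HS vs CK, with 2.73 (edgeR adjusted p = 0.00132) and 1.07 (edgeR adjusted p = 0.0235), the latter passing in 4 of the 9 fits. PKP4 was not analysed here.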

Our data showed that the glycolysis pathway-related genes, including *HKL1*, *GAPA2*, *GAPB*, *FBA1*, *FBA2* and *PKP4*, were up-regulated with prolonged warming treatment. Meanwhile, the genes associated with the TCA cycle, such as *FUM1*, *PMDH1* and *ACLB-2*, were down-regulated, and the metabolomics results confirmed the decrease in TCA cycle activity. These results suggested that some specific TCA cycle intermediates were highly depleted by prolonged warming conditions. On the contrary, under heat shock, some glycolysis pathway-related genes, such as *PKP2*, *LPD1* and *LPD2* were down-regulated, while some genes related to the respiratory electron transfer and oxidative phosphorylation pathways, such as *NAD1B*, *NAD1C*, *COX1*, *COX2*, and *COX3*, were significantly induced, indicating that heat stress inhibited the glycolysis and TCA cycle pathways while enhancing electron transport.

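PKP2 (AT5G52920) had 115 ± 8.38 CPM in CK, 94.2 ± 10.4 in PW and 54.1 ± 9.31 in HS, a log2 fold change of -1.08 in HS vs CK (standard error 0.16, edgeR adjusted p = 0.00127). The paper relates PKP2, LPD1 and LPD2, lower in heat shock, to glycolysis, and names genes of respiratory electron transfer as higher. It reads these changes as a sign that glycolysis and the TCA cycle were inhibited and electron transport enhanced. Of the genes it names for electron transfer, COX3 is the one with values here.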

Soluble carbohydrates and amino acids (such as proline) are important primary metabolites related to heat stress in plants, which were synthesized from the intermidiate metabolites from glycolysis and TCA cycle. The accumulation of soluble sugars, which are associated with cellular osmotic homeostasis and membrane stability, could protect the photosynthetic apparatus from heat damage and maintain photosynthetic capacity [19, 20]. In this study, soluble sugars were significantly increased under both prolonged warming and heat shock. Compared to prolonged warming, heat shock resulted in markedly higher concentrations of soluble sugars. In addition, the patterns of sugar alcohol and carbohydrate conjugate accumulation in response to the two treatments were quite different. For example, sorbitol accumulated extensively only with prolonged warming but not under heat shock, while galactonic acid, mannose, methyl-beta-D-galactopyranoside, and phenyl-beta-D-glucopyranoside were significantly reduced under heat shock. Since the osmotic substances were produced through photosynthetic assimilates or respiratory intermediate products, the ATP and NADPH were needed as the reducing power provider, which is mainly generated from respiration. Our results suggest that the molecules needed for maintaining osmotic balance during prolonged warming and heat shock might have been produced through the intermediate products of glycolysis.

Under abiotic stresses, plants usually accumulate ROS. At the same time, plants have expeditious antioxidant systems, including non-enzymatic antioxidants such as ascorbate (ASC) and glutathione (GSH), as well as antioxidant enzymes such as SOD, POD and CAT responsible for ROS scavenging and removal. However, once the equilibrium between the generation and scavenging of ROS is disrupted under stress conditions, ROS start to accumulate [21, 22]. Here we found that the concentration of H_2_O_2_, the activities of SOD and CAT, and their related genes, including *CSD3* and *CAT2*, were all enhanced under both prolonged warming and heat shock treatments, indicating that both types of treatments can induce ROS-scavenging enzyme activities to detoxify ROS. However, the concentration of H_2_O_2_ increased more dramatically upon rapid heat shock. Moreover, POD activity was higher under heat shock than with prolonged warming, and POD synthesis-related gene *PER25* expression was significantly up-regulated under heat shock vs prolonged warming, indicating the significant accumulation of ROS, and the disruption of the equilibrium between ROS generation and scavenging systems under heat shock. With prolonged warming, the level of ROS, although elevated from the control level, was still relatively low. Actually, several lines of evidence have shown that when under moderate stress, the scavenging system could keep the ROS level low, with ROS serving as signaling molecules which activate an acclimation response and programmed cell death. For example, at moderate stress, ROS play a crucial role in intracellular signaling from the chloroplast to the nucleus to control plant development processes [23]. Therefore, at this point, we postulate that ROS might function as signaling molecules to regulate the activation of stress response pathways, and did not result in the irreversible inactivation of the photosynthetic system or cause grave damage to PSII under prolonged warming. However, the detailed mechanisms await further investigation.

In anticipation of upcoming damaging conditions, plants can activate genes and accumulate HSPs involved in cellular defenses against heat damage. HSPs, including HSP100, HSP90, HSP70, HSP60, and small HSPs, have critical roles in regulating protein quality by renaturing a variety of proteins denatured due to heat stress. These HSPs are in turn precisely controlled by a network of transcription factors (TFs), including HSFs, DREBs, WRKYs, and bZIPs [24]. Recent reviews have elucidated the complex transcriptional and post-translational regulatory networks involved in heat stress [13, 25]. HSFs are the terminal components of a signal transduction chain mediating the activation of genes responsive to heat stress, which are particularly important in thermotolerance responses [13]. In this study, transcriptome analysis by RNA-seq detected 33 TF families, including HSFs, DREBs, WRKYs, and bZIPs that responded to heat stress. Among them, the transcription factors in HSFA1s and DREBs pathways, such as *HSFA1A*, *HSFA6A*, *HSFA6B* and *DREB2A* were up-regulated in heat shock treatment. In *Arabidopsis*, HSFA1s were shown to play a central role in the heat stress response. Many important heat stress response TFs, such as DREB2A, HSFA2, HSFA7a, and HSFBs have been predicted to be directly regulated by HSFA1s [26]. Therefore, our data suggest that the HSFA1s and DREBs play a crucial role in response to heat shock. HSP70 and HSP90 can repress HSFA1 activity through the repression of its transactivation activity and nuclear localization, respectively. Upon heat shock, HSFA1s are dissociated from HSP70 and de-repressed [13]. Similarly, our qRT-PCR results showed that all *HSP70/90s* were significantly down-regulated and their corresponding *HSFA1s* were up-regulated in heat shock. These results further confirmed that HSFA1 becomes active from the repression of HSP70/90, and HSFA1s are negatively regulated by HSP70/90. However, in prolonged warming treatments, although the *HSP70/90s* showed low expression levels, the *HSFA1s* were downregulated, suggesting that HSFA1s did not act as the central regulator in response to prolonged warming.

bZIP TFs are endoplasmic reticulum stress sensors in plants, which regulate many processes including abscisic acid (ABA) and stress signaling, and contribute to stress tolerance [27]. In our study, it is interesting to point out that, with prolonged warming, the transcription factors in an HSFA1-independent pathway, such as *bZIP9*, *bZIP24*, *bZIP34* and *bZIP63* were up-regulated. In addition, our large scale qRT-PCR results also validated that these bZIP family members, such as *bZIP24* and *bZIP34*, were up-regulated in all prolonged warming treatments (e.g., the 7th day), whereas none of them were upregulated in heat shock. These results suggest that prolonged warming and heat shock may induce entirely different heat response pathways for thermo-tolerance or thermo-acclimation.

Besides, early exposure to a mild temperature stress can enhance thermotolerance to heat stress, and the stress priming may occur at the level of gene transcription, such as *HSFA2* expression depending on the expressed *HSFA1* isoforms [28, 29]. Additionally, *HSP22.0* and *APX2* associated with heat stress priming can remain elevated levels for several days in heat memory [28]. Here, we found that *HSFA2*, *HSP22.0* and *APX2* were only up-regulated under heat shock but not with prolonged warming, indicating that prolonged warming treatment conditions (5 °C above control) may not be enough to prime the plant to subsequently withstand high temperatures in *Arabidopsis*.

## Conclusions

Our research provided detailed information on the physiological, transcriptional, and metabolic responses of *Arabidopsis* to prolonged warming versus heat shock (summarized in Fig. 7). On the basis of these multi-level results, we conclude that plants respond to rapid-onset heat shock mainly through increasing the rate of transpiration, the rate of photosynthetic and respiratory electron transfer, the production of ROS, the induction of antioxidant enzymes, and the activation of the HSFA1 heat stress response pathway. On the other hand, plants respond to prolonged warming primarily via decreased stomatal conductance, increased photosynthetic electron transfer rate, inhibited TCA cycle, and activation of a HSFA1-independent response pathway of bZIPs.

**Fig. 7:**
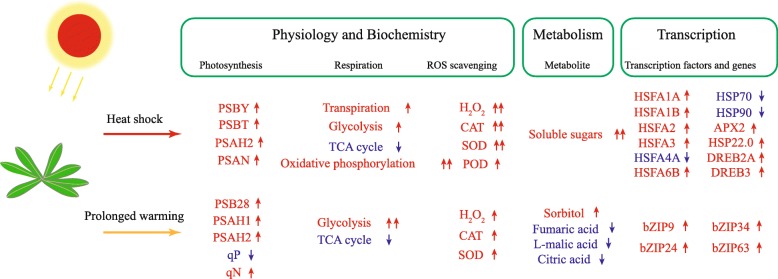
A schematic diagram summarizing the responses to prolonged warming and heat shock in *A. thaliana*. The changes of main indexes in physiology, biochemistry, metabolism and transcription are listed. Red represent up-regulation and blue represent down-regulation

## Methods

### Plant materials and growth conditions

The seeds of wild-type (WT) *Arabidopsis thaliana* Columbia ecotype (Col-0) were originally acquired from Nottingham *Arabidopsis* Stock Centre, Nottingham University, UK, and have grown in growth chambers at 23/18 °C (day/night) for more than 30 generations by seed propagation over the past 10 years in our laboratory. Seeds were stratified at 4 °C for 2 days, and then sown in pots (650 × 650 × 750 mm) filled with a mixture of vermiculite and peat (1:1, v/v), and placed in growth chambers (RXZ-300B, NingboDongnan Instruments Co Ltd., China) under 23 °C (16 h)/18 °C (8 h) (day/night) with day light intensity 350 μmol·m^− 2^·s^− 1^. Relative humidity (RH) was maintained at 80%/90% (day/night). After true leaf emergence, seedlings were thinned to two or three plants per pot and the pots were randomly rearranged every 3 days to offset position effects within the chambers (Fig. 1a). The plants were alternately watered with 1/2 Murashige and Skoog solution or with de-ionized water once a week. To eliminate possible differences among the different growth chambers, plants of each treatment were exchanged and relocated in different growth chambers (≥3) irregularly during plant growth and treatment. Besides, although the sensitivity of the growth chamber is in the range of ±0.5 °C, two thermometers were placed in each growth chamber for checking the accuracy of the setting temperatures.

#### Control

The day/night temperatures were set at 23/18 °C as the control temperature (CK) based on published studies using the Col-0 ecotype [8, 30]. Leaves were sampled from plants at 30 days after sowing (at the rosette growth stage) (Fig. 1b).

#### Prolonged warming treatment

The global mean temperature is likely to warm by 1.5–4 °C at the end of this century [31]. Therefore, we set the warming temperature at 5 °C above CK, and plants at 23 days after sowing were subjected to 28/23 °C (day/night) for 7 days as the prolonged warming treatment. After warming treatment, leaves were sampled for analyses (Fig. 1b).

#### Heat shock treatment

Since 37–42 °C (44–45 °C being the lethal temperature) had been widely used as the temperature in *Arabidopsis* heat stress studies, we set 38 °C for 6 h during the day portion of the photoperiod as the heat shock treatment (Fig. 1b).

Hence, all leaf sampling in the three temperature regimes were done with plants at 30 days after sowing (growth stage 3.90). At this stage, the plant rosette growth is nearly complete and leaves are fully expanded [32]. All leaf samples were immediately snap-frozen in liquid nitrogen. The same batch of sampling materials were used for transcriptome, metabolome, physiological and biochemical analyses.

### RNA extraction, RNA sequencing and data analyses

Total RNA was isolated separately from the leaves subjected to control, prolonged warming and heat shock treatments, respectively, with three biological replicates each, for RNA extraction and sequencing. All total RNA samples were extracted using the Mini BEST Plant RNA Extraction Kit (TaKaRa, Dalian, China) and treated with genomic DNA Eraser (TaKaRa, Dalian, China) to reduce or eliminate any DNA contamination. Illumina-based RNA sequencing was performed on the Hiseq™ 4000 platform. After removing the reads containing adapter, reads containing ploy-N and low quality reads, the filtered reads were mapped to the *A. thaliana* genome (TAIR 10) using TopHat2. Then Reads Per Kilobase of transcript per Million mapped reads (RPKM) of each gene was calculated based on the length of the gene and reads count mapped to this gene. Differential expression analysis among the samples was performed using the DESeq R package (1.18.0). Thresholds of |log_2_(fold change)| ≥ 1 and adjusted *P*-value < 0.05 were applied to assess the significance of the differences in transcript levels. The sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE118298.

### Metabolome analysis

A volume of 0.48 mL methanol–water (3:1, v/v) and 24 μL of adonitol (1 mg/mL stock in dH_2_O) were added to 0.06 g of each sample in a 2 mL Eppendorf tube as internal standard, followed by homogenization in a ball mill for 4 min at 50 Hz, and then sonication for 5 min twice (with incubation in ice water). After centrifugation at 13000×g at 4 °C for 15 min, 350 μL of supernatant was transferred into a fresh 2 mL GC/MS glass vial. After drying the samples with a vacuum concentrator, 80 μL methoxyamine hydrochloride (20 mg/mL in pyridine) was added to each sample and incubated at 80 °C for 30 min. Then, 100 μL of the BSTFA regent (1% TMCS, v/v) was added and the mixture incubated at 70 °C for 1.5 h and mixed well for GC–time-of-flight (TOF)–MS analysis.

GC-TOF-MS analysis was performed using an Agilent 7890 gas chromatograph system coupled with a Pegasus HT time-of-flight mass spectrometer (Agilent Technologies, Santa Clara, CA, USA). Each treatment in this metabolomics study was repeated with at least six biological replicates.

Chroma TOF 4.3X software of LECO Corporation and LECO-Fiehn Rtx5 database were used for raw peaks exacting, data baselines filtering, baseline calibration, peak alignment, deconvolution analysis, peak identification and integration of the peak area. The RI (retention time index) method was used for peak identification, with the RI tolerance at 5000.

### Measurement of photosynthetic capacity

The main photosynthetic parameters were measured on mature leaves using a Portable Photosynthesis System (LI-6400XT) to quantify CO_2_ uptake under conditions of saturating light and water availability. All samples were measured on intact plants in the growth chambers under the three different treatments. During all measurements, a high flow rate (400 mL·min^− 1^) through the cuvette was maintained to keep the CO_2_ concentration within the range of 370–390 μmol·mol^− 1^. The temperature in the leaf chamber was kept the same as the treatment temperature and all measurements were carried out between the eighth and ninth hour of daylight in the growth chambers. Light intensities of 1000 μmol quanta m^− 2^·s^− 1^ were used in the Photosynthesis System as the saturating photosynthetic photon flux density of *Arabidopsis*. Eight leaves from eight different plants were measured to provide biological replicates in each treatment. All the data collected at steady-state after inserting leaves into the leaf chamber.

### H_2_O_2_ level analysis

Freshly cut leaf samples (0.1 g) were homogenized in an ice bath with 0.9 mL of 50 mmol·L^− 1^ phosphate buffer (PH7.8) and centrifuged at 10,000×g for 10 min at 4 °C. The H_2_O_2_ concentration in the supernatant was determined by a colorimetric method using a commercial kit (BCA assay, Nanjing Jiancheng Bioengineering Institute, Nanjing, China). Three to five leaves were used to provide enough amount of leaf tissues for each sample (three biological replicates per treatment).

### Physiological Indicator measurements

The soluble sugar concentration in the supernatant was determined by anthrone colorimetry, and the soluble protein concentration in the supernatant was determined by the Coomassie Brilliant Blue method [33]. Freshly cut leaf samples (0.1 g) were homogenized in an ice bath with 1 mL of distilled water and put into a water bath at 95 °C for 10 min. After cooling, the samples were centrifuged at 8000×g for 10 min at 25 °C, and diluted with distilled water to 10 mL. Three to five leaves were used to provide enough amounts of leaf tissues for each replicate (three biological replicates per treatment).

The superoxide radical scavenging ability in the supernatant was determined using a commercial kit (BCA assay, Nanjing Jiancheng Bioengineering Institute, Nanjing, China). The activities of three enzymes SOD, CAT and POD were determined using commercial kits (Suzhou Comin Bioengineering, Suzhou, China). Three to five leaves were used to provide enough amounts of leaf tissues for each replicate (three biological replicates per treatment).

### Real-time reverse transcription PCR (qRT-PCR) analysis

We performed qRT-PCR to verify the results of transcriptome. In addition, to validate the expression pattern of some selected genes encoding important functions such as transcription factors, we performed a series of qRT-PCRs in different temperatures with different durations. For heat shock, we included treatments at 36 °C, 38 °C and 40 °C, and sampled the leaves at 1 h, 2 h, 3 h and 6 h after treatments. For prolonged warming, we included treatments at 26 °C, 28 °C and 30 °C and sampled the leaves at 6 h, 1d, 3d and 7d after treatments. All leaf samples were immediately snap-frozen in liquid nitrogen.

Each RNA sample (containing about 1 μg of total RNA) was treated with gDNA Eraser (TaKaRa, Dalian, China) following the manufacturer’s instructions, to eliminate any contaminant gDNA. The treated RNA solution (10 μL) was subjected to reverse transcriptase reactions with PrimeScript™ Reverse Transcriptase Reagent Kit with gDNA Eraser (Perfect Real Time) (TaKaRa, Dalian, China) in accordance with the manufacturer’s protocol. Gene-specific primers were designed using Primer 5.0. *Actin2* mRNA was used as the internal reference gene. Quantitative RT-PCR was performed using a Bio-Rad CFX96™ Real-Time System (Bio-Rad, USA) using the SYBR Premix Ex Taq™ Kit (Perfect Real Time) (TaKaRa, Japan) in accordance with the manufacturer’s protocol. qRT-PCR conditions were as follows: 30 s at 94 °C for denaturation, 40 cycles for 5 s at 94 °C, 30 s at 56 °C, and 10 s at 72 °C. Relative expression levels of target genes were calculated with the 2^-△△Ct^ comparative threshold cycle (Ct) method. All reactions were performed in three biological replicates, and the results of Ct values were determined with Bio-Rad CFX Manager V1.6.541.1028 software.

### Statistical analysis

Statistical significance of differences in this study was analyzed using one-way ANOVA followed by Tukey’s post hoc test with a significance level of 0.05 (*p* < 0.05) (SPSS 18.0 software for Windows) (SPSS, Chicago, IL, USA) [34].

## Supplementary information

**Additional files 1: Figure S1.** Principal component analysis (PCA) and Orthogonal projection to latent structure with discriminant analysis (OPLS-DA) of Metabolomic analyses. **(a)** PCA scores plot. **(b)-(d)** OPLS-DA scores: **(b)** control (CK) vs heat shock (HS); **(c)** control (CK) vs prolonged warming (PW); **(d)** prolonged warming (PW) vs heat shock (HS). Black circle: control; red square: prolonged warming; blue triangle: heat shock. Each treatment contains six biological repeats.

**Additional file 2: Figure S2.** Gene expression comparisons. **(a)** Venn diagram of the number of differentially expressed genes (DEGs). Numbers in the overlapping sets show the number of genes that are differentially expression in two or three pairwise comparisons. **(b)-(d)** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of DEGs. **(b)** Control (CK) vs heat shock (HS); **(c)** control (CK) vs prolonged warming (PW); **(d)** prolonged warming (PW) vs heat shock (HS). The sizes of the dots are in proportion to the number of genes involved. The color of the dot is closer to red as the q-value approaches 0. The genes are considered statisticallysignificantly over-represented, i.e. enriched, when q < 0.05. Red arrows in (b) and (c) indicate those pathway enrichment of DEGs involved in ribosome, antenna proteins, photosynthesis and citrate cycle; Red arrows in (d) indicate the most siginificant enriched pathways.

**Additional file 3: Figure S3.** Gene ontology (GO) term enrichment of DEGs. (a) Heat shock (HS) vs control (CK); (b) prolonged warming (PW) vs control (CK); (c) prolonged warming (PW) vs heat shock (HS) Green bars represent genes involved in biological processes in response to external stimuli, and orange bars represent those involved in the structures of cellular components.

**Additional file 4: Table S1**. Summary of draft reads of samples by Illumina deep sequencing.

**Additional file 5: Table S2.** Primers used in qRT-PCR of the leaves of *A. thaliana.*

## Data Availability

The sequencing data are available in the NCBI Gene Expression Omnibus (GEO) database under the accession number GSE118298. The datasets supporting the results of this article are included within the article and the additional files.

## Abbreviations

ABA: Abscisic acid
ACLB: ATP-citrate synthase beta chain
APX2: Ascorbate peroxidase 2
ASC: Ascorbate
bZIP: Basic leucine zipper
CAT: Catalase
CAT2: Catalase 2
CCS: Copper chaperone for superoxide dismutase
Chl: Chlorophyll
CK: Control
COX 1: Cytochrome c oxidase subunit 1
CSD: Superoxide dismutase
Cyt: Cytochrome b6f complex
DEGs: Differentially expressed genes
DREBs: Dehydration responsive element-binding protein
FBA1/2: Fructose-bisphosphate aldolase 1/2
Fdx: Ferredoxin
FUM1: Fumarate hydratase
GAPA2: Glyceraldehyde 3-phosphate dehydrogenase A subunit 2
GAPB: Glyceraldehyde-3-phosphate dehydrogenase B subunit
GEO: Gene Expression Omnibus
GO: Gene ontology
GSH: Glutathione
H_2_O_2_: Hydrogen peroxide
HKL 1: Hexokinase-like 1
HS: Heat shock
HSF: Heat shock factor
HSFA1: Class A1 heat shock factor
HSPs: Heat shock proteins
IDH: Isocitrate dehydrogenase
KEGG: Kyoto Encyclopedia of Genes and Genomes
LHC I/II: Light-harvesting complex I/II
LPD: Dihydrolipoyl dehydrogenase
miETC: Mitochondrial electron transport chain
MLS: Malate synthase
NAD1B/C: NADH dehydrogenase
NADH: Nicotinamide adenine dinucleotide
OPLS-DA: Orthogonal projection to latent structure with discriminant analysis
PC: Plastocyanin
PCA: Principal component analysis
PER25: Peroxidase 25
PKP4: Plastidial pyruvate kinase 4
PMDH1: Protein malate dehydrogenase 1
POD: Peroxidase
PQ: Plastoquinone
PS I/II: Photosystem I/II
PW: Prolonged warming
qN: Non-photochemical quenching
qP: Photochemical quenching
qRT-PCR: Real-time reverse transcription PCR
RBCS: Ribulose bisphosphate carboxylase
ROS: Reactive oxygen species
SDH: Succinate dehydrogenase
SEM: Scanning electron microscopy
SOD: Superoxide dismutase
TCA: The tricarboxylic acid
TFs: Transcription factors
WRKYs: WRKY transcription factors
YMF19: ATP synthase protein YMF19

## References

[1] Wahid A, Gelani S, Ashraf M, Foolad MR (2007). Heat tolerance in plants: an overview. Environ Exp Bot.

[2] Wolkovich EM, Cook BI, Allen JM, Crimmins TM, Betancourt JL, Travers SE (2012). Warming experiments underpredict plant phenological responses to climate change. Nature..

[3] Springate DA, Kover PX (2014). Plant responses to elevated temperatures: a field study on phenological sensitivity and fitness responses to simulated climate warming. Glob Chang Biol.

[4] Hedhly A, Hormaza JI, Herrero M (2009). Global warming and sexual plant reproduction. Trends Plant Sci.

[5] Ainsworth EA, Ort DR (2010). How do we improve crop production in a warming world?. Plant Physiol.

[6] Lin D, Xia J, Wan S (2010). Climate warming and biomass accumulation of terrestrial plants: a meta-analysis. New Phytol.

[7] Walther GR (2010). Community and ecosystem responses to recent climate change. Philos T R Soc B.

[8] Jin B, Li W, Jing W, Jiang KZ, Yang W, Jiang XX, Ni CY, Wang YL, Teng NJ (2011). The effect of experimental warming on leaf functional traits, leaf structure and leaf biochemistry in *Arabidopsis thaliana*. BMC Plant Biol.

[9] Way DA, Yamori W (2014). Thermal acclimation of photosynthesis: on the importance of adjusting our definitions and accounting for thermal acclimation of respiration. Photosynth Res.

[10] Glaubitz U, Li X, Schaedel S, Erban A, Sulpice R, Kopka J, Hincha DK, Zuther E (2017). Integrated analysis of rice transcriptomic and metabolomic responses to elevated night temperatures identifies sensitivity- and tolerance-related profiles. Plant Cell Environ.

[11] Pospíšil P (2016). Production of reactive oxygen species by photosystem II as a response to light and temperature stress. Front Plant Sci.

[12] Bita CE, Gerats T (2013). Plant tolerance to high temperature in a changing environment: scientific fundamentals and production of heat stress-tolerant crops. Front Plant Sci.

[13] Ohama N, Sato H, Shinozaki K, Yamaguchishinozaki K (2017). Transcriptional regulatory network of plant heat stress response. Trends Plant Sci.

[14] Niu Y, Xiang Y (2018). An overview of biomembrane functions in plant responses to high-temperature stress. Front Plant Sci.

[15] Atkin OK, Loveys BR, Atkinson LJ, Pons TL (2006). Phenotypic plasticity and growth temperature: understanding interspecific variability. J Exp Bot.

[16] Ashraf M, Harris PJC (2013). Photosynthesis under stressful environments: an overview. Photosynthetica.

[17] Sakata S, Mizusawa N, Kubotakawai H, Sakurai I, Wada H (2013). Psb28 is involved in recovery of photosystem II at high temperature in *Synechocystis* sp. PCC 6803. Biochim Biophys Acta.

[18] Allakhverdiev SI, Kreslavski VD, Klimov VV, Los DA, Carpentier R, Mohanty P (2008). Heat stress: an overview of molecular responses in photosynthesis. Photosynth Res.

[19] Patrick JW, Botha FC, Birch RG (2013). Metabolic engineering of sugars and simple sugar derivatives in plants. Plant Biotechnol J.

[20] Dumschott K, Richter A, Loescher W, Merchant A (2017). Post photosynthetic carbon partitioning to sugar alcohols and consequences for plant growth. Phytochemistry.

[21] Lismont C, Nordgren M, Van Veldhoven PP, Fransen M (2015). Redox interplay between mitochondria and peroxisomes. Front Cell Dev Biol.

[22] Dietz KJ, Turkan I, Krieger-Liszkay A (2016). Redox- and reactive oxygen species-dependent signaling into and out of the photosynthesizing chloroplast. Plant Physiol.

[23] Sun AZ, Guo FQ (2016). Chloroplast retrograde regulation of heat stress responses in plants. Front Plant Sci.

[24] Grover A, Mittal D, Negi M, Lavania D (2013). Generating high temperature tolerant transgenic plants: achievements and challenges. Plant Sci.

[25] Zhao J, He Q, Chen G, Wang L, Jin B (2016). Regulation of non-coding RNAs in heat stress responses of plants. Front Plant Sci.

[26] Yoshida T, Ohama N, Nakajima J, Kidokoro S, Mizoi J, Nakashima K (2011). *Arabidopsis* HSFA1 transcription factors function as the main positive regulators in heat shock-responsive gene expression. Mol Gen Genomics.

[27] Srivastava R, Deng Y, Howell SH (2014). Stress sensing in plants by an ER stress sensor/transducer, bZIP28. Front Plant Sci.

[28] Bäurle I (2016). Plant heat adaptation: priming in response to heat stress. F1000research.

[29] Lämke J, Brzezinka K, Altmann S, Bäurle I (2016). A hit- and -run heat shock factor governs sustained histone methylation and transcriptional stress memory. EMBO J.

[30] Balasubramanian S, Sureshkumar S, Lempe J, Weigel D (2006). Potent induction of *Arabidopsis thaliana* flowering by elevated growth temperature. PLoS Genet.

[31] Flato G, Marotzke J, Abiodun B, Braconnot P, Chou SC, Collins WJ, Stocker TF, Qin D, Plattner G-K, Tignor M, Allen SK, Boschung J, Nauels A, Xia Y, Bex V, Midgley PM (2013). Evaluation of climate models. Climate Change. 2013: The physical science basis. contribution of working group I to the fifth assessment report of the intergovernmental panel on climate change.

[32] Boyes DC, Zayed AM, Ascenzi R, Mccaskill AJ, Hoffman NE, Davis KR, Görlach J (2001). Growth stage-based phenotypic analysis of *Arabidopsis*: a model for high throughput functional genomics in plants. Plant Cell.

[33] Ren S, Ma K, Lu Z, Chen G, Cui J, Tong P, Wang L, Teng N, Jin B (2019). Transcriptomic and metabolomic analysis of the heat-stress response of *Populus tomentosa* Carr. Forests.

[34] Allen P, Bennett K, King J. PASW statistics by SPSS, a practical guide: version 18.0. Melbourne: Cengage Learning Press; 2010.

# Supplementary material for: Differential physiological, transcriptomic and metabolomic responses of Arabidopsis leaves under prolonged warming and heat shock
**Source:** BMC Plant Biol. 2020 Feb 22;20:86. doi: 10.1186/s12870-020-2292-y
**Supplement:** Supplementary file 4 — Additional file 4: Table S1. Summary of draft reads of samples by Illumina deep sequencing.

**Table S1**. **Summary of draft reads of samples by Illumina deep sequencing**

| Samples | Total raw reads | Total clean reads | Clean bases | Error rate (%) | Q20 (%) | GC content (%) |
| --- | --- | --- | --- | --- | --- | --- |
| CK | 105740402 | 102596706 | 15.38G | 0.02 | 96.91 | 45 |
| PW | 80726288 | 77761052 | 11.67G | 0.02 | 97.17 | 46.62 |
| HS | 83382386 | 80456340 | 12.07G | 0.02 | 97.11 | 46.25 |

# Supplementary material for: Differential physiological, transcriptomic and metabolomic responses of Arabidopsis leaves under prolonged warming and heat shock
**Source:** BMC Plant Biol. 2020 Feb 22;20:86. doi: 10.1186/s12870-020-2292-y
**Supplement:** Supplementary file 5 — Additional file 5: Table S2. Primers used in qRT-PCR of the leaves of A. thaliana.

**Table S2.** **Primers used in qRT-PCR of the leaves of *A. thaliana***

| **Gene ID** | **Forward primer (5’–3’)** | **Reverse primer (5’–3’)** |
| --- | --- | --- |
| Actin2 | CTTACAATTTCCCGCTCTGC | GTTGGGATGAACCAGAAGGA |
| HSFA4A | CTGTTGCTGCTCCTCCTCCT | GGTTGAGCCAGGATTCTCT |
| HSFA6A | TTCAATGGAGCATCAAGGACA | CTCCTCCTCACTCAACACGA |
| HSFA6B | ATCGAAGAGGCGATCAGCA | TGAGGATGAGGCTGCAACA |
| DREB2A | AAGCATTGGCTGAGCGAGTT | CCTGCTGTTGTTGCTGACA |
| DREB2C | TGGAGATTGCTCAACCAGGA | CATTGAACCTGCGATGGTC |
| HSFA1A | CGAATATCGGCGAGGCTGTGAC | CGTCGGACTCCATGAGACAATCG |
| HSFA1B | TCATCTGTTGGTGCTTGTGTCGAG | TGCTGTTGCTGCCTTAACCTGAC |
| HSFA1D | AAGAAGCGGAGATTCAAGCGAGAC | TGCTCGTGCATTGGAGGTTGATAC |
| HSFA1E | AGCCTCCACAACAACCTCAAGTTC | TGCTGCCTCAACCTTACAAGTTCC |
| HSFA2 | ATCATGGTGTGCTTGTAGCTGAGG | AACGTCATCATCTGCTGCTGTCTC |
| HSP70-3 | CGTGCCAGATTCGAGGAGCTTAAC | TGAGCCACCAACAAGGACAACATC |
| HSP70-9 | AGGACTGCTATGGCTGGTGAGG | CTCCGATCTTCGACACTGCCTTG |
| HSP70-14 | CGAGAATTGCCTTGTTGCCGTTG | CACCGAAGCAGACAATAGCAGGAG |
| HSP90-2 | GGACTCACCGTGCTGTCTTGTAAC | ACTTGTCGTTCTTGTCTGCGTCAG |
| HSP90-3 | CATGGAGGCGTTGGCTGCTG | ACTGCTCATCGTCATTGTGCTTGG |
| HSP22.0 | TGCTATCCGATCTCTGGCTAGACC | GGAGACAGAGCCACGCTTGTG |
| APX2 | GGTGCCACAAGGAGCGTTCAG | AAGAGCCTTGTCGGTTGGTAGTTG |
| AT1G19490 | GTTACACTGATGCCGCCTGGTC | CCGACCTGCATCCGACATTGAC |
| bZIP9 | CACCATCACACTCCATCAGCAGTC | CCAGATGTCTGAGACGCAGCTAAC |
| bZIP24 | GTGAAGCGGCAAGAGTGGAGTG | CGTGAGAATGGTGGTGGTTGAGG |
| bZIP34 | CCGACGACGACAACCTTCATAGC | ATTGGACGGCGTGGATGTGTTC |
| bZIP61 | AATAGCCTTAGCGACGACGACAAC | GATTCGCCGACGGACCATCTTG |
| bZIP63 | CTCCAGACACTACAAGCAGCCAAG | CCAAGCTCTCAACTCTACGCATCG |

How the deposited data were processed for this re-analysis (not part of the article)

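Leaf RNA of Arabidopsis from 3 treatments with 3 libraries each was used: CK, prolonged warming (PW, 28 °C by day and 23 °C by night for 7 days) and heat shock (HS, 38 °C for 6 hours). The authors sequenced on an Illumina platform, removed reads with adapters, undetermined bases or low quality, mapped the rest to TAIR10 with TopHat2, and deposited counts, whole numbers of reads per gene, without normalization. The counting tool, strand use, handling of reads with several matches and annotation version are not in the paper's text. The table holds 33602 identifiers, of which 32835 were matched to the annotation of TAIR10.1, the assembly used here for names, positions and GC content, and 767 were not. In all, 9126 had no count in any library.

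Library totals ranged from 11660970 to 17768334 counts. The 100 genes with the most counts held from 21.7% to 24.9% of the counts in CK libraries, from 32.9% to 38.9% in PW and from 25.2% to 30.7% in HS, and TMM factors ranged from 0.812 (a PW library) to 1.22 (a CK library). The biological coefficient of variation between replicates was 0.273.

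Tests were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures drawn with Python 3.11.15 and matplotlib 3.10.9. Genes with at least 10 counts in at least 3 libraries were kept, which left 18952. The main analysis used TMM scaling and edgeR's quasi-likelihood test with a coefficient for each treatment, for the comparisons HS vs CK, PW vs CK and PW vs HS, with Benjamini-Hochberg adjustment over the tested genes, an adjusted p under 0.05 and at least a 2-fold change. Positive log2 fold changes are higher in the treatment named first. CPM use TMM factors, and RPKM, used only for comparison with the paper's figures, use library totals and exon lengths.

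The pathway sets came from product descriptions and were tested by one-sided Fisher's exact tests against the 18706 tested genes with a description. Gene lists were tested with limma's camera test at an inter-gene correlation of 0.01 and with fry, adjusted over 87 tests. The lists were those of the paper's figures and 11 others: small HSPs, HSFA1 target regulators, chaperones induced by heat, morning clock, evening clock, abscisic acid and water deficit, salicylic acid, thermomorphogenesis, carbon starvation, senescence, and flowering and floral organs. Of 250 names, 203 were matched to 1 identifier each by symbol, synonym or product; the others were not used here. Each of 23 qRT-PCR primer pairs matched 1 gene; that of the reference gene Actin2 was not searched.

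The main tests, alternatives, lists and the rule for named genes were set before the data were examined. By that rule every gene is named that the paper's text names for its sequencing data, with the 3 largest rises and 3 largest falls per comparison among DEGs of at least 100 counts in every library of the higher group, and genes of other lists where the list passed its test. Which comparison is printed for each named gene was chosen after a first fit. Lists for root and stem tissue were added after the counts of PER33 were seen to differ between replicates, before the counts of their own genes were seen.

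The alternatives were: no filter beyond 1 count in any library, at least 10 counts in every library, DESeq2's size factors and Wald test, library size alone without TMM, organelle genes left out, only the 2 groups compared, the replicate number as a block, downsampling to the smallest library, a GC trend offset (loess span 0.5, with GC content for 99.3% of tested genes), the block with that offset, and leaving out each replicate in turn. Counts of DEGs were also taken with the adjusted p alone and with glmTreat, sets against all tested genes, and lists with fry.

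The scripts were tested on simulated data with the real genes' means and spread. edgeR's test recovered 118 of 198 changed genes (59.6%), and 108 of the 132 changed by at least 4-fold, with 5 false calls, and made 0 calls in a comparison without change. DESeq2 recovered 150 of 200 with 52 false calls, and made 14 calls in the comparison without change. Lists made to rise or fall had medians of 1.81 and -1.97. An unchanged list had an unadjusted p of 0.0573 by limma's camera test and 0.024 by its fry test.

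DEGs shared by HS and PW were compared with 100 simulations of unchanged groups against the same CK libraries. A first version fixed each gene's level at its CK mean, which removed the chance value the comparisons share (mean correlation 0.0172 across genes, 0 shared DEGs on average). The version reported with the DEG counts was written after that output was seen. GO and KEGG terms, the metabolite data and the qRT-PCR values were not analysed here.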

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

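The tests of scaling and of GC content in this part were chosen after the list results were seen; those of the mitochondrial genome and of the clock were chosen before, except for the rules that decide the tests on loci not named as oxidative phosphorylation, on nuclear respiratory genes and on the chromosome 2 copy, which were set after the counts were seen.

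Gene lists outside those the paper discusses showed a signal between treatments. The values are median log2 fold changes. Each list named with a value here had an adjusted p under 0.05 by limma's camera test, the highest being 0.0173 (thermomorphogenesis, PW vs HS). All or most genes of the lists are also expressed in CK leaves, at 10 or more counts in every CK library: 14 of 14 for abscisic acid and water deficit, 8 of 8 for chaperones and for the evening clock, 6 of 7 for the morning clock, 6 of 8 for HSFA1 target regulators, 12 of 12 for salicylic acid, 7 of 9 for senescence and 10 of 11 for thermomorphogenesis, but 1 of 7 for small HSPs. The paper's own lists also hold 3 of the HSFA1 target regulators, 2 of the salicylic acid genes, 1 senescence gene and 1 small HSP. The tested genes of each list are named below, and some of them moved against the median of their list.

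Small HSPs (HSP17.4, HSP17.6, HSP17.6II, HSP18.2, HSP21, HSP22.0 and HSP23.6) rose by 11.26 in HS vs CK and 2.81 in PW vs CK, and were lower in PW than in HS (-8.89). With genes at the floor set to their bound, the medians were 11.04, 1.93 and -8.78. The PW rise stayed at 2.43 with library size alone and 2.78 with the GC trend offset, which argues against scaling or GC content as its whole cause. Chaperones induced by heat (HSP101, HSP70, HSP90.1, BIP3, ROF2, FES1A, HOP3 and BAG6) rose by 2.79 in HS and 0.87 in PW, and were lower in PW than in HS (-2.07). With library size alone and with the GC trend offset the PW values were 0.46 and 0.88. HSFA1 target regulators (HSFA2, HSFA7A, HSFB2A, HSFB2B, MBF1C and DREB2A) rose by 1.05 in HS and were lower in PW than in HS (-0.93), with -1.18 and -0.94 under the same alternatives. A response graded with temperature or its duration stays open, since temperature and duration differ together between PW and HS.

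Genes for abscisic acid and water deficit (RD29A, RAB18, COR15A, KIN1, KIN2, LTI65, NCED3, ABI1, ABI2, HAI1, HAI2, P5CS1, RD20 and RD26) rose in HS (1.63) and fell in PW (-1.57), with -2.49 between PW and HS. The PW value was -2.03 with library size alone and -1.56 with the GC trend offset. The paper describes watering and humidity, and reports higher transpiration in HS and lower stomatal conductance in PW. It gives no measure of leaf water status, and whether that status differed stays open.

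Salicylic acid genes (PR1, PR2, PR5, PAD4, EDS1, ICS1, SAG101, EDS5, PBS3, NIMIN1, WRKY70 and WRKY38) were lower in HS (-2.51) and PW (-1.89) and higher in PW than in HS (0.74, or 0.52 with genes at the floor set to their bound). Between PW and HS they had 0.50 with library size alone and 0.73 with the GC trend offset. Senescence genes (SAG13, SAG29, SAG21, NAC029, ORE1, WRKY53, NYE1 and PAO) were higher in HS (0.91) and lower in PW than in HS (-2.58); the HS value was 0.71 and 0.91 under the same alternatives. With genes of at least 10 counts in every library the list did not pass in HS. Thermomorphogenesis genes (PIF4, IAA19, IAA29, XTR7, HFR1, ATHB2, PRE1, PRE5, SAUR22 and BBX18) rose in PW (1.73) and were higher in PW than in HS (1.25), with 1.02 and 1.27 under the same alternatives. For these 3 lists the tables argue against scaling or GC content as the whole cause, and which part of each treatment acts on them stays open.

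Morning clock genes (CCA1, LHY, RVE8, PRR9, RVE1, LNK1 and LNK2) rose in HS (3.79) and PW (3.85), while evening clock genes (TOC1, GI, ELF3, ELF4, LUX, PRR5, PRR3 and BOA) fell (-0.86 and -1.96). In HS the morning list had 3.60 with library size alone and 3.82 with the GC trend offset, which argues against scaling and GC content as its whole cause. The evening list had -1.04 and -0.84, of which the second argues against GC content. The first is no test of scaling, since library size alone shifts the median of all genes downward in HS (-0.15). A different time of day at sampling may explain that the clock lists moved. It needs the lists to move in opposite directions, which they did, the morning list exceeding the evening list by 4.66 in HS and 5.81 in PW. This is the same result in another form and not separate evidence, and heat acting on the clock itself, which stays open, can give it too. The paper places the 6 hours of heat shock in the light period but gives no hour of leaf sampling for any treatment. Other genes that follow the time of day, such as those for photosynthesis, could be affected alike, which was not tested.

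Loci of the mitochondrial genome not named as oxidative phosphorylation genes were higher in HS than in CK, with a median log2 fold change of 3.22 over 30 loci, and lower in PW than in HS (-3.01). The 8 tested loci named for oxidative phosphorylation had 3.91 in HS vs CK. Of the 30 loci, 29 have no name in the annotation notes used here and may include oxidative phosphorylation genes, so a change of those genes alone and a change of the whole genome cannot be told apart. The 56 nuclear genes of the respiratory chain had -0.46, which argues against induction in both genomes, and all 38 tested mitochondrial loci had 3.27 with library size alone, which argues against the scaling. The mitochondrial share of the counts was from 0.0164% to 0.02% in CK libraries, from 0.00617% to 0.00861% in PW and from 0.0336% to 0.127% in HS. Although this share was lower in PW than in CK, the tested loci had a median log2 fold change of 0.68 in PW vs CK. Of these 38 loci 29 were higher, and with library size alone the median was 0.26. For matched pairs of loci, transcripts of the mitochondria and of their copy on chromosome 2 cannot be told apart: in 18 of 29 pairs with at least 30 counts in HS, the copy had the higher count (7561 counts against 6099). These pairs hold 6099 of the 27863 counts of the mitochondrial loci in HS, and the others were not part of this test. More polyadenylated mitochondrial RNA, more mitochondrial RNA in the libraries and reads from the copy all stay open.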

How the results depend on the processing

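Of 4 counts of DEGs, 10 set results, 87 list results and 122 gene results, 1, 4, 51 and 91 kept their direction and side of the threshold, or stayed within 1.5 times the count, under every alternative that gave a value. The 1 count is that of the shared DEGs, which was not computed with the adjusted p alone or with glmTreat, the 2 alternatives that moved the other 3. The cause of the changes below was not tested, except where fewer genes or libraries enter by construction. The filter of at least 10 counts in every library gave a value for 87 of the 122 gene results and none for the lists of flowering, oxidative phosphorylation, PODs and small HSPs. Oxidative phosphorylation also has none with organelle genes left out or without any HS replicate, nor does it or small HSPs in PW vs CK with only the 2 groups compared. Other alternatives also gave no value for some gene results. RPKM were computed under 2 alternatives only.

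With the adjusted p alone the DEG counts were 7437 (HS vs CK), 5884 (PW vs CK) and 5052 (PW vs HS), and with glmTreat 1313, 843 and 749. DESeq2 gave 4568, 3428 and 3132. Across the 9 fits that each left out 1 replicate the counts ranged from 3182 to 5735, from 2378 to 3656 and from 2199 to 3880, and the shared DEGs from 1171 to 2235. With library size alone the counts were 3785, 3873 and 2961, and the share of higher genes among them was 39.7%, 21.7% and 27.3%, against 51.9%, 53.7% and 47.8% with TMM. That scaling shifts the median log2 fold change of all genes to -0.15, -0.45 and -0.26, against 0.03, -0.04 and -0.02 with TMM, and changes under it are relative to that shift. Without HS replicate 3 the higher share in HS vs CK was 41.4%.

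The replicate number was tried as a block because the labels share numbers. Deviations of libraries with the same number correlated across genes from -0.497 to 0.45. They were positive for all 3 numbers between CK and PW (from 0.136 to 0.31) but of both signs between HS and either of them, so the numbers do not pair the libraries of all treatments, and whether those of CK and PW are paired stays open. The replicate block gave 4067, 2989 and 2528 DEGs and 1587 shared. With it the set for unsaturated fatty acids passed (odds ratio 2.58), senescence in PW passed (-1.36; -1.37 with the GC trend offset), and the SOD list and CSD2 in HS vs CK were at -0.0146, the direction reversed. PSB28 in PW vs CK (0.82), ATPC1 in PW vs HS (1.00) and HSFA1A in HS vs CK (0.57) lost their calls with it, and also with the GC trend offset added, at log2 fold changes close to those without it (0.81, 1.01 and 0.56). With the replicate block and the GC trend offset the citrate cycle in PW did not pass (1.88).

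Among sets, photosynthesis in PW vs CK did not pass with library size alone (odds ratio 1.89), and the citrate cycle in HS vs CK passed (2.398). The citrate cycle in PW vs CK did not pass with DESeq2 (1.78), with only the 2 groups compared (1.72), downsampled (1.88) or with the GC trend offset (1.81). Unsaturated fatty acids in PW vs HS passed with no filter (3.29), at least 10 counts in every library (4.59), DESeq2 (3.20) and only the 2 groups compared (4.47). Leaving out 1 replicate, odds ratios ranged from 0.988 to 2.26 for ribosome in HS and from 1.21 to 1.59 in PW, from 1.35 to 1.93 for the citrate cycle in HS and from 1.64 to 3.802 in PW, and from 2.55 to 4.33 for unsaturated fatty acids. For ribosome in HS vs CK it fell below 1 without HS replicate 1 (0.998) or HS replicate 2 (0.988).

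List results are median log2 fold changes. Under library size alone the direction reversed for carbon starvation (HS -0.0132, PW -0.18, PW vs HS -0.0593), HSFA1 target regulators in PW (-0.23), HSFA1/HSFA2 in PW (-0.21), HSP70/HSP90 in PW vs HS (-0.0391) and the morning clock in PW vs HS (-0.16). With at least 10 counts in every library it reversed for thermomorphogenesis in HS (0.13), HSF in PW (0.98) and the morning clock in PW vs HS (-0.0369), and senescence in HS (1.03), bZIP in PW vs HS (0.82) and HSF in PW vs HS (-0.34) did not pass. With only the 2 groups compared, HSF in PW reversed (1.04), ferredoxin in PW did not pass (1.22) and senescence in PW passed (-2.37). Senescence in PW also passed with no filter (-2.39) and DESeq2 (-2.398), and SOD in HS with DESeq2 (0.13).

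The fry test, which leaves medians as they are, called 18 list results that camera did not: in HS vs CK ferredoxin (-0.0808), HSF (2.06), HSFA1/HSFA2 (0.43), PS II (1.38), RuBisCO small subunit (0.37) and SOD (0.16); in PW vs CK HSFA1 target regulators (0.13), HSFA1/HSFA2 (0.20), oxidative phosphorylation (1.59), POD (-1.30), pyruvate to acetyl-CoA (-0.58) and senescence (-1.30); in PW vs HS DREB (-1.21), evening clock (-0.49), ferredoxin (0.41), HSFA1/HSFA2 (-0.18), POD (-0.99) and SOD (1.30).

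Across the 9 fits that each left out 1 replicate, these lists changed direction or call. In HS vs CK carbon starvation ranged from -0.0196 to 0.23, ferredoxin from -0.28 to 0.19 and SOD from -0.43 to 0.46. In PW vs CK carbon starvation ranged from 0.19 to 0.43, ferredoxin from 1.04 to 1.37, flowering from -0.61 to 0.85, HSFA1 target regulators from -0.11 to 0.40, POD from -2.99 to -0.87 and senescence from -1.56 to -0.98. Between PW and HS carbon starvation ranged from 0.0550 to 0.57, glycolysis from 0.71 to 0.93, LHC II from 1.00 to 1.40, morning clock from -0.25 to 0.29, POD from -2.27 to -0.80, PS I from 0.33 to 0.74, pyruvate to acetyl-CoA from 1.07 to 1.18, salicylic acid from 0.54 to 0.79 and WRKY from 0.61 to 0.99. Others kept both but moved by over 1.5 times. For HS vs CK these were DREB (0.49 without HS replicate 2), POD (-0.20 without HS replicate 2, -0.63 without HS replicate 3), RuBisCO small subunit (0.23 without CK replicate 1) and thermomorphogenesis (from -0.94 without HS replicate 3 to -0.00741 without HS replicate 2), and in PW vs CK HSFA1/HSFA2 (0.105 without PW replicate 1, 0.35 without PW replicate 3). Between PW and HS they were HSFA1/HSFA2 (-0.46, -0.35 and -0.33 without PW replicate 1, PW replicate 2 and HS replicate 1), HSP70/HSP90 (from 0.0514 without PW replicate 1 to 0.34 without PW replicate 2), LHC I (0.36 without HS replicate 3) and the TCA cycle (0.11 without PW replicate 1, 0.43 without PW replicate 2). Flowering in HS vs CK and PW vs HS moved as well.

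Among genes, CCS in HS vs CK reversed without HS replicate 1 (from -0.43 to 0.0662 over the 9 fits), CSD2 in HS vs CK without HS replicate 3 (from -0.52 to 0.46), and HSFA2 in PW vs CK with library size alone (-0.24) and without CK replicate 2 or PW replicate 1 (from -0.29 to 0.50). Over all gene results and alternatives, 98 comparisons lost a call, 14 gained one and 6 reversed. At this depth NAD2B, PER25, HSFA6B and MLS rest on few counts, which limits their values to a direction and a bound.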

Differences from the paper's values

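The fold change of RBCS-1A in PW vs HS was 2.66 against the paper's 8, that of RBCS-1B 2.22 against the paper's 8, that of RBCS-2B 2.48 against the paper's 8 and that of RBCS-3B 2.51 against the paper's 8. None of the alternatives set before the data were examined closed these gaps.

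The RPKM of APX2 in HS was 40.3 against the paper's value of about 540 (Fig. 4a, read by eye). The RPKM of HSP22.0 in HS was 497 against the paper's value of about 42 (Fig. 4h, read by eye). Each value is close to the one the paper's figure shows for the other gene. For DREB2C the RPKM was 1.80 in CK against the paper's value of about 3 (Fig. 4p, read by eye) and 0.534 in HS against about 0.9 (Fig. 4p, read by eye); in PW it was 0.258 against about 0.4 (Fig. 4p, read by eye), so that the paper's values were higher in all 3 treatments. RPKM were computed under the alternatives with organelle genes left out and with downsampling, and neither closed these gaps. Neither changes the exon lengths used for RPKM, so they cannot tell whether a different length would.

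The paper places PSB28 among genes that rise past a doubling from HS to PW, while here its fold change was 1.98. It was over 2 and still called with DESeq2 (2.02), with the replicate block (2.01, also with the GC trend offset), and without PW replicate 2 (2.13), HS replicate 1 (2.2) or HS replicate 2 (2.16). It was lowest without HS replicate 3 (1.66), with library size alone (1.72) and without PW replicate 3 (1.82), the last of which lost its call. It states that PMDH1 was lower in PW than in HS; here -0.42 did not pass, though it did with library size alone (-0.64) and without HS replicate 3 (-0.52). It states that PER25 was higher in HS than in PW; here the log2 fold change in PW vs HS was -0.52 and passed under no alternative. Single libraries moved this value, from -1.40 without PW replicate 2 to -0.05 without PW replicate 1.

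The paper states that photosynthesis and citrate cycle genes were enriched in both treatments. Here neither set passed in HS (odds ratios 1.26 and 1.61); the citrate cycle passed in HS with library size alone (2.398) and without CK replicate 2 (1.93), and photosynthesis under no alternative. It states enrichment of unsaturated fatty acid genes between PW and HS, where the odds ratio here, 2.34, did not pass. It passed with no filter (3.29), at least 10 counts in every library (4.59), DESeq2 (3.20), only the 2 groups compared (4.47), the replicate block (2.58), and in 8 of the 9 fits that each left out 1 replicate.

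Among PODs the paper states that most were lower in either treatment. Here PER33 did not pass in either, with -2.398 in HS, though it did in HS without HS replicate 3, where no count of it is left in HS, and PER34 and PER52 passed in PW but not in HS (-0.16 and -0.63), where no alternative called them.

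The paper states that DREB2A decreased in PW, and that its qRT-PCR gave a similar pattern for this gene. Here -0.55 did not pass under any alternative. By sequencing it counts bZIP9 as the bZIP that rose in HS, while its qRT-PCR showed no significant change of bZIP9 in heat shock. Here bZIP9, with 1.06, passed under no alternative. AT1G19490 (1.90) was a DEG, and bZIP63 (0.57) passed the adjusted p but not the 2-fold change. It counts more bZIPs as rising in PW than the 4 DEGs found here: bZIP61, with 1.81, passed with only the 2 groups compared and without HS replicate 1 or HS replicate 3, and AT1G19490, with 0.49, under no alternative. It states that HSP22.0 was not detected in PW, nor by qRT-PCR in its warming treatments. The PW libraries here had 6, 4 and 4 counts.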

Other observations

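The test for root tissue in this part was chosen after the counts of PER33 were seen, and its deciding rule after the counts of the root genes were seen; the tests of other splits of the libraries and of the counts taken by a few genes in HS were chosen before the results they measure.

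Among the 10 ways to split the 6 libraries of a comparison into 3 and 3, as many DEGs as in the real split were found in 1 for HS vs CK, in 1 for PW vs CK and in 1 for PW vs HS, the real split each time. The other splits had at most 0, 0 and 802 DEGs. With 10 splits the real one is always at least 1 in 10, so by this test alone an effect of treatment and a grouping of libraries by chance cannot be told apart. In the simulations of unchanged groups, HS vs CK had at most 17 DEGs and PW vs CK at most 16; PW vs HS was not simulated.

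HS replicate 3 stands apart from the other HS libraries. Its log2 CPM correlated with those of CK libraries at 0.871 to 0.875 across genes, against 0.809 to 0.835 for HS replicates 1 and 2. The largest chi-square per degree of freedom between replicates, 80.2, was between HS replicates 1 and 3. No explanation was tested.

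The 6 HSP70/HSP90 genes that the paper names were lower in HS than in CK while small HSPs rose. Not all genes of these families fell. HSP70 (AT3G12580) had 289.6, 226.5 and 327.9 CPM in HS against 13.79, 13.72 and 15.41 in CK. HSP90.1 (AT5G52640) had 186.4, 160 and 193 CPM in HS against 12.31, 14.52 and 16.31 in CK. A few genes taking most of the counts in HS could lower all others, and the 100 genes with the most counts did take a larger share in HS than in CK, but with library size alone the list's median log2 fold change was -1.52, lower than with TMM by far less than the fall itself, which argues against that as the whole cause. For the genes of the list a biological cause, such as a response that had passed its peak by the sampling, stays open. HSP70 and HSP90.1 were still high in HS.

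PYK10 had 380, 526 and 246 counts in CK, 630, 1 and 24 in PW and 3, 0 and 194 in HS. PER33 varied between replicates in a similar way. Root tissue in some libraries is a candidate explanation, but among 8 other root genes the largest count in any library was 10, and root tissue and a change within leaves cannot be told apart from these counts. SCR and PHO1 were left out of this test. PHO1 had 36.8 CPM in HS replicate 3 against 5.0 and 6.8 in HS replicates 1 and 2, which goes with root tissue there. SCR did not, with 22.6 CPM against 30.5 and 33. In PW, PHO1 had 9.7, 9.4 and 7.3 CPM, without the high value of PYK10 in PW replicate 1. The 11 root genes together had 1267, 1087 and 713 counts in CK, 1025, 500 and 380 in PW and 468, 486 and 1000 in HS. The 10 stem genes had 1164, 979 and 1034 in CK, 489, 527 and 524 in PW and 848, 595 and 1371 in HS.

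Genes for flowering and floral organs did not pass as a list, with median log2 fold changes of -0.42 in HS, -0.17 in PW and 1.11 in PW vs HS (adjusted p = 0.771, 0.552 and 0.333 by limma's camera test). Single libraries moved them: without HS replicate 3 the values in HS and in PW vs HS were -2.98 and 2.38, with 0 counts of AP1 and PI left in HS, and without HS replicate 1 the value in HS was -0.71. In PW it was 0.85 without CK replicate 1, -0.31 without CK replicate 2, -0.61 without PW replicate 1, 0.35 without PW replicate 2 and 0.0674 without PW replicate 3. Without PW replicate 1 the value in PW vs HS was 0.69. AP1 had 125, 5 and 59 counts in CK, 25, 0 and 25 in PW and 0, 0 and 24 in HS. SEP3 had 178, 6 and 59 in CK, 57, 8 and 24 in PW and 10, 3 and 18 in HS. AP3 had 138, 5 and 36, then 70, 3 and 16, then 1, 1 and 7 in the same order.

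The results carbon starvation list, HS vs CK, carbon starvation list, PW vs CK and carbon starvation list, PW vs HS did not pass, with medians of 0.14 in HS, 0.26 in PW and 0.38 in PW vs HS (adjusted p = 0.882, 0.255 and 0.282 by limma's camera test). Without HS replicate 3 the HS value was -0.0196, without PW replicate 1 the PW value was 0.43, and without PW replicate 2 the value in PW vs HS was 0.0550. Other moves by more than 1.5 times were to 0.0723 in HS without CK replicate 1, 0.22 without HS replicate 1 and 0.23 without HS replicate 2, and in PW vs HS to 0.57 without PW replicate 1, 0.23 without HS replicate 1 and 0.15 without HS replicate 2.

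The result thermomorphogenesis list, HS vs CK did not pass (-0.35), and its value was -0.94 without HS replicate 3, -0.57 without CK replicate 1, -0.14 without CK replicate 2, -0.0990 without HS replicate 1 and -0.00741 without HS replicate 2. The result morning clock list, PW vs HS did not pass (0.0871), and its value was 0.29 without PW replicate 1, -0.25 without PW replicate 2, 0.18 without PW replicate 3, 0.15 without HS replicate 1 or HS replicate 2 and -0.0368 without HS replicate 3.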
